# Deciphering Cellular Heterogeneity and Communication Patterns in Porcine Antral Follicles by Single-Cell RNA Sequencing

**DOI:** 10.3390/ani13193019

**Published:** 2023-09-26

**Authors:** Na Chen, Yong Zhang, Yuhan Tian, Shumei Wu, Fei Gao, Xiaolong Yuan

**Keywords:** antral follicle, granulosa cells, scRNA-seq, cell heterogeneity, cell-cell communication

## Abstract

**Simple Summary:**

Oocytes are the foundation of life in mammals. They develop in small sacs called follicles in the ovaries. Each follicle holds one oocyte and numerous accompanying cells, and the final stage of oocyte development happens in a follicle called the antral follicle. The successful growth and maturation of oocytes depend on complex interactions with neighboring cells, mainly granulosa cells. Understanding the differences among these granulosa cells within the antral follicle and how they communicate with each other is essential for comprehending how mammals reproduce and grow. In this study, we collected cells from these follicles in pigs and utilized single-cell RNA sequencing to profile the transcriptomic features of these cells. The study discovered diverse subpopulations of granulosa cells within antral follicles, and they were found to communicate extensively. These findings provide us with valuable insights into how follicles develop and oocytes mature in pigs. This could potentially help improve pig reproduction efficacy and advance our knowledge in human reproductive medicine.

**Abstract:**

The antral follicle stage is a critical period in mammalian oocyte maturation, marked by complex interactions between oocyte development and neighboring granulosa cells. Understanding the heterogeneity and communication patterns of granulosa cells within antral follicles is crucial for deciphering their roles in follicle development and oocyte maturation. Here, we employed single-cell RNA-sequencing to explore the molecular and cellular characteristics of porcine antral follicles. Our analysis revealed distinct subpopulations within mural and cumulus granulosa cells, indicating diverse cellular states and functions within the follicles. Functional enrichment analysis unveiled the involvement of specific subpopulations in steroid biosynthesis, cumulus expansion, and cellular communication. Moreover, comparing mature and less mature follicles highlighted differences in cell distribution and functions, indicating developmental-specific variations. Our findings shed light on the intricate cellular heterogeneity and communication network within porcine antral follicles, providing valuable insights into the regulation of follicle development and oocyte maturation in pigs. These results hold promise for improving pig reproductive efficiency and advancing human reproductive medicine.

## 1. Introduction

The antral follicle stage plays a crucial role in mammalian oocyte maturation, representing the final stages of oocyte development and ovulation. This complex process relies on synchronized interactions between oocyte maturation and the proliferation of neighboring granulosa cells [1]. During this stage, the oocyte and the surrounding somatic cells, predominantly granulosa cells, undergo critical changes and differentiation to provide essential support and hormonal regulation [2]. The regulatory system within antral follicles involves signaling from granulosa cells to the oocyte through gap junctions and the extracellular environment, facilitating oocyte meiotic arrest and restart of meiosis [3]. Consequently, comprehending the distribution of somatic cells in antral follicles is imperative for deciphering the communication signals between granulosa cells and the oocyte, as well as understanding the role of granulosa cells in oocyte development.

Recent studies have identified two subtypes of granulosa cells in antral follicles: cumulus granulosa cells (cGCs), located in the inner region, which surround and support the oocyte, and mural granulosa cells (mGCs), present in the outer layers, which provide mechanical support to the follicular wall and possess steroidogenic functions [2,4]. Single-cell RNA sequencing (scRNA-seq) investigations have unveiled granulosa cell and theca cell heterogeneity in goats, mice, and humans [5,6,7]. However, fundamental questions regarding key developmental events, granulosa cell heterogeneity, functional annotation, and the intricate somatic cell-oocyte crosstalk remain inadequately addressed at the single-cell resolution level. Moreover, communication dynamics between different types of granulosa cells, particularly in domestic animals, are still limited. Pigs, as important domestic animals and valuable models for studying human reproductive biology due to their reproductive physiology similarities, offer significant insights into follicle studies, oocyte obtainment, in vitro production, and manipulation of embryos, as well as advancements in animal husbandry and human medical progress [8].

In this study, we isolated somatic cells from porcine antral follicles and conducted scRNA-seq to analyze the single-cell transcriptomes of these cells. By identifying and sub-clustering granulosa cells, such as mGCs and cGCs, we elucidated the heterogeneity of granulosa cells in pigs. We also examined important biological processes, including hormone synthesis, cumulus expansion, and cell-cell communication. The findings from this study provide the first comprehensive characterization of granulosa cell heterogeneity in pigs, offering valuable insights into the mechanisms regulating follicle development. Moreover, these results have the potential to enhance pig reproductive efficiency, facilitate oocyte quality improvement in women with low fertility, and contribute to the advancement of both animal husbandry and human reproductive medicine. Overall, this study bridges the knowledge gap in understanding granulosa cell heterogeneity and communication in porcine antral follicles, shedding light on the molecular and cellular intricacies that govern follicular development and oocyte maturation in pigs.

## 2. Materials and Methods

### 2.1. Slaughtering Experiment

Antral follicle samples were obtained from one Landrace × Yorkshire pig that reached puberty at 210 days of age. To induce antral follicular development, the pig received an intraperitoneal injection of 5 IU of pregnant mare serum gonadotropin (PMSG) (Sigma Corporation, Guangzhou, China). After a 48-h interval, two ovaries were carefully extracted from the gilts at a local slaughterhouse and immediately transferred to the laboratory within 2 h, ensuring a temperature-controlled environment with iced 0.1% DEPC PBS to preserve sample integrity.

### 2.2. Single-Cell RNA Sequencing Library Preparation

Healthy antral follicles with a diameter exceeding 7 mm underwent a 1% Penicillin-Streptomycin PBS wash to ensure sterility. The follicles were then punctured, and the follicular fluid was gently flushed into a 60-millimeter petri dish. Cumulus-oocyte complexes (COCs) were mechanically isolated using 29 G needles, followed by careful pipetting in 0.1% hyaluronidase enzyme and subsequent washing with DPBS to remove any remaining cumulus cells. The isolated oocytes were subjected to Smart-seq2 library construction using the protocol as previously described [9]. The isolated granulosa cells suspended in the resulting fluid were centrifuged at 2000 rpm for 5 min, and the supernatant was discarded. The cell pellet was then resuspended in 100 μL of DPBS. Single-cell suspensions were processed into barcoded scRNA libraries using the 10X Genomics Chromium Next GEM Single Cell 3’ Reagent Kits v3.1, following standardized protocols. Subsequently, library construction was carried out according to the manufacturer’s instructions. The resulting libraries were subjected to pair-end sequencing with a read length of 150 bp using the Illumina HiSeq X Ten platform.

### 2.3. Quality Control

The initial processing of the raw sequencing data was carried out utilizing the CellRanger Single-Cell Software Suite (v6.0.2, 10X Genomics), encompassing alignment, filtering, and unique molecular identifier (UMI) counting. The Sscrofa11.1 (GCA_000003025.6) pig genome was employed as the reference for sequence alignment. Subsequent to cell barcode extraction, a cell-gene expression matrix was generated, which was subsequently subjected to further analysis using the Seurat R package (v3.1.0) [10]. Data filtering was performed by retaining cells with a gene count ranging from 2000 to 5000 while simultaneously ensuring that the mitochondrial content was below 7% to eliminate potentially low-quality or damaged cells. The DoubleFinder R package (v2.0.3) [11] was utilized to identify and eliminate potential doublets based on a predetermined threshold of 0.069. Following the normalization of the expression matrix, integration of the two samples obtained in this study was performed for subsequent downstream analyses.

### 2.4. Dimensionality Reduction and Cell Clustering

The top 2000 highly variable genes (HVGs) were selected for principal component analysis (PCA) to reduce data dimensionality. The 40 principal components with the highest contributions were retained for subsequent analysis. Cell clustering was performed using a graph-based algorithm. To visualize the cell clusters, we applied non-linear dimensionality reduction techniques, t-distributed stochastic neighbor embedding (t-SNE), and uniform manifold approximation and projection (UMAP). Known marker genes for different granulosa cell types were used to identify and differentiate the distinct cell types within the dataset. Mural granulosa cells and cumulus granulosa cells were further extracted, and we classified them into several subpopulations based on their gene expression profiles. Subsequent differential expression analysis was performed to identify differentially expressed genes (DEGs) among the subpopulations. Genes with an average log_e_-fold change greater than 0.5 were considered to be DEGs, and they were sorted based on adjusted *p*-values. Finally, the clusterProfiler R package (v3.14.3) [12] was used for functional enrichment analysis of differentially expressed genes, and cell subpopulations were annotated based on their functional characteristics.

### 2.5. Inference and Analysis of Cell-Cell Communication among Granulosa Cell Subpopulations

To investigate cell-cell communication networks through ligand-receptor (LR) interactions, we employed the R package CellChat (v1.1.3) [13]. The CellChat software provided a human LR database, which we adapted for use in pigs by identifying homologous genes. This allowed us to construct a pig-specific LR database. Subsequently, we created a CellChat object from a data matrix extracted from Seurat, which enabled us to model cell communication by quantifying the probabilities of communication based on the law of mass action. The communication probability represents the strength of communication between cells. We considered interactions statistically significant if the *p*-value was less than 0.05, and we filtered out communication events that were present in fewer than 20 cells.

### 2.6. Single-Cell RNA-Seq Data Analysis of Oocytes

The analysis of oocyte Smart-seq2 sequencing data in this study was conducted following the methodologies outlined in a previous published work [14]. Briefly, raw sequencing data underwent preprocessing steps, including the removal of low-quality reads and adaptors using TrimGalore (v0.6.5) (https://github.com/FelixKrueger/TrimGalore, accessed on 23 December 2022). The resulting clean reads were aligned to the reference genome (Sscrofa 11.1) using Hisat2 (v2.1.0) [15], and a read count matrix was generated utilizing featureCounts (v1.6.0) [16] with the Ensembl gene annotation (v93). Subsequently, the count matrix obtained in this study was integrated with the gene expression matrix derived from 53 oocyte samples in the aforementioned previous study. Principal component analysis (PCA) was performed on integrated data to explore the variation and relationship among the oocytes.

## 3. Results

### 3.1. Single-Cell Transcriptome Profiling Reveals Three Major Cell Types in Porcine Antral Follicles

To examine the transcriptomic patterns and cell-cell crosstalk of granulosa cells in antral follicles, somatic cells of two antral follicles (each with a diameter of approximately 8.5 mm) named AF75 and AF76 were obtained and used in this investigation (Figure 1A). After having cells sequenced under the 10X Genomics scRNA-seq platform, the data were analyzed using the CellRanger program. 

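The somatic cells of each follicle made 1 library, so AF75 and AF76 are compared as 2 single libraries with no replicate follicle. The deposited labels number the follicles 1 and 2, and the names that the submitters gave to the deposited data, not the labels, link them to AF75 and AF76. The authors deposited, for each called barcode, the whole count of UMIs that CellRanger assigned to each Ensembl gene of Sscrofa11.1, before any filter on cells and without normalization. Between 500 and 95248 UMIs were counted per barcode in AF75, 125409747 in all, and between 500 and 90527 in AF76, 127414267 in all. For 7356 of the genes the list gives the Ensembl identifier in place of a symbol, and 1042 of these were named from a reference table of the same assembly. The filters, the integration and the graph-based clustering that the paper describes were then applied to these counts, with a doublet score built in the manner of DoubletFinder. Because the paper's text gives no clustering resolution, the lowest one on a grid that gave the paper's number of clusters was used. The clusters were numbered anew, so a number need not stand for the same cells as in the paper. To keep the genes named in a claim from defining the clusters they are reported for, 55 genes that the paper names were left out of the variable genes. Subpopulations were called mGC1-like to mGC4-like and cGC1-like to cGC5-like from the first 10 genes that Tables S1 and S4 list for each and the results section does not name. Those tables were made from the same follicles, so the names are not independent evidence. Expression is given as CPM, from the UMIs of a gene and all UMIs, both summed over the cells of a group in a follicle. Ranges in parentheses are 95% intervals, exact Poisson for CPM, Clopper-Pearson for shares of cells and exact conditional for ratios of CPM. They cover counting error only, not the differences that replicate follicles would show.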

A total of approximately 30,000 cells were captured for both AF75 and AG76, as shown in Figure 1B. 

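The deposited matrices held 14289 barcodes for AF75 and 15548 for AF76, 29837 together. In AF75 4595 barcodes (32.2%) had fewer than 2000 detected genes, against 7397 (47.6%) in AF76.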

The sequencing quality of both samples was assessed, with valid barcodes accounting for over 96% and valid UMIs reaching 99.9%. Additionally, more than 92% of the reads were successfully mapped to the genome, indicating the success of the sequencing process. After performing Seurat quality control and eliminating doublets, cells with gene expression levels ranging from 2000 to 5000 and mitochondrial content below 7% were retained for downstream analysis, resulting in 8904 and 7496 clean cells for AF75 and AF76, respectively. 

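Of the AF75 barcodes, 139 had more than 5000 genes, and 193 within the limits on genes had 7% or more of their UMIs from the 13 mitochondrial genes. In AF76 these were 166 and 142. This left 9362 cells of AF75 and 7843 of AF76, from which the 6.9% with the highest doublet score were removed, 646 and 541 cells. The cells kept numbered 8716 in AF75, with 4148 to 32340 UMIs each, and 7302 in AF76, with 3487 to 31990. They held 79.4% and 77.5% of all UMIs. In a test, 222 artificial doublets, each the summed UMIs of a pair of cells kept, were added to 3000 of the cells kept. The score removed 58.6% of these doublets in AF75 and 56.3% in AF76, so doublets remain among the cells kept. The cells of the test had already lost the barcodes of highest score, so the share removed from all barcodes within the limits may differ. Limits of 500 to 6000 genes moved the numbers of cells kept most, to 10813 and 11983 cells.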

The median number of genes expressed per cell was 3209 and 3528 for the two samples, respectively. 

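In the cells kept, the median number of genes was 3120 in AF75 and 3436 in AF76, at a median of 11014 and 13646.5 UMIs per cell. With each cell thinned at random to 5000 UMIs, which left out 19 cells of AF75 and 105 of AF76, the medians were 1966 and 1946 genes. The median mitochondrial share was 2.57% in AF75 and 2.96% in AF76.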

A high correlation (more than 0.95) was observed between gene count (nCount_RNA) and gene number per cell (nFeature_RNA). 

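Across the cells kept, Pearson's correlation of UMIs with genes per cell was 0.933 in AF75 and 0.939 in AF76. It is a correlation across cells of one library, which are not independent replicates. The wider limits on genes moved it most, to 0.959 and 0.970.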

Utilizing the top 2000 high-variable genes from each sample, dimension reduction was performed, and subsequently, AF75 and AF76 were integrated using the top 40 principal components to identify anchors and correct for batch effects. This integration process resulted in a total of 16,400 cells (Figure 1C). It appeared that a majority of cells in both samples exhibited similar expression patterns; however, notable distinctions were observed among certain cells. 

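The follicles were compared gene by gene within clusters 0 and 1, over genes with at least 200 UMIs in one follicle. Over 9364 genes in cluster 0, the median absolute log2 ratio of AF76 to AF75 was 0.10, and its 90th percentile was 0.30. In cluster 1 these were 0.22 and 0.77 over 7141 genes. The 5 largest ratios of AF76 to AF75 in cluster 0 were those of CEMIP, at 57.1 (26.0–156), HBB, at 11.0 (9.56–12.8), CCDC80, ENSSSCG00000007978 and FBXO32. CEMIP, CCDC80 and FBXO32 were at 4.94, 4.41 and 2.99 CPM there in AF76, against 882, 963 and 471 CPM in cluster 2, and HBB is a transcript of red blood cells. GTSF1, ARPP21, SHAS2, CHST7 and APOD were lowest in AF76 relative to AF75. SHAS2 was at 10.5 CPM in AF75 and 1.18 CPM in AF76. ARPP21, SHAS2 and APOD were at 134, 203 and 111 CPM in cluster 1, with both follicles summed. Cluster 1 made up 23.3% of AF75 and 9.13% of AF76. Whether these genes fell in the cells of cluster 0 themselves therefore cannot be told. GTSF1 and CHST7 were not among the 10 genes of largest fold of cluster 1. In cluster 1, HBB, CDKN2B, AREG, SELENOP and MGST1 rose most in AF76, AREG by a ratio of 6.33 (6.22–6.44). Ratios in cluster 1 also follow its mix of subpopulations, as AF75 had 1064 cGC1-like and 969 cGC2-like cells and AF76 626 and 40. Within cGC1-like cells alone the ratio of AREG was 3.73 (3.66–3.80). ALPK2, RBP4, GTSF1, ENSSSCG00000003047 and GPC3 were lowest in cluster 1 of AF76 relative to AF75. ALPK2 fell from 90.8 CPM in AF75 to 0.205 in AF76 (2 UMIs), a ratio of 0.00226 (0.000274–0.00818), and RBP4, GTSF1 and GPC3 had 0 UMIs in AF76 against 312, 244 and 204 in AF75.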

Afterwards, all the integrated cells were subjected to a graph-based clustering approach using the Seurat package, resulting in the identification of six distinct clusters (Figure 1D). It is worth noting that disparities in cell distribution, particularly within clusters 1 and 2, were evident between AF75 and AF76.

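Clustering of the 16018 cells kept gave 6 clusters at a resolution of 0.22. Each was described by the 10 genes of largest fold over the other clusters among those at 50 CPM or more, with both follicles summed. Such a fold can also follow a difference between the follicles. ALPK2, for example, had 1950 UMIs in cluster 1 of AF75 and 2 in that of AF76. Cluster 0 was led by TGFB3, ENPP2, IL33 and LIMCH1, with folds of 3.38 to 4.73. Cluster 1 was led by ARPP21, ALPK2 and SHAS2, at 18.7-, 17.1- and 15.8-fold, and cluster 2 by CEMIP, DEFB1 and CCDC80, at 324-, 305- and 270.2-fold. TOP2A, DIAPH3 and CDCA8 led cluster 3, at up to 281-fold, and SPP1, CTSS and ALDH1A2 led cluster 4, at up to 22.9-fold. The clusters were taken here before the immune-like cells described below were set apart. SPP1 was at 183 CPM in cluster 4 but at 106 CPM in mGC3-like cells, which leave immune-like cells out. CTSS was not among the 10 genes of largest fold of mGC3-like cells. Interferon-response genes led cluster 5, with IFIT1 at 746 CPM and ISG15 at 7384 CPM, 251- and 51.9-fold above the other clusters.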

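Cluster 1 held 2029 cells in AF75, 23.3% (22.4–24.2) of the cells kept, and 667 in AF76, 9.13% (8.48–9.82). Cluster 2 held no cell of AF75, which allows a share of up to 0.0344%, and 670 cells of AF76, 9.18% (8.52–9.86). Cluster 0 made up 69.8% (68.8–70.8) of AF75 and 77.5% (76.6–78.5) of AF76, and cluster 3 4.80% (4.36–5.27) and 1.60% (1.33–1.92). The shares of clusters 4 and 5 were 1.80% and 0.333% in AF75 and 2.22% and 0.342% in AF76. The percent of cells kept in cluster 1, AF75 minus AF76, was 14.1, and leaving out the integration moved it most, to 22.9. With 500 to 6000 genes per cell, a setting that did not separate cluster 1, the percent of cells kept in cluster 0, AF75 minus AF76, changed direction, from -7.74 to 5.58.

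**Figure D1:**
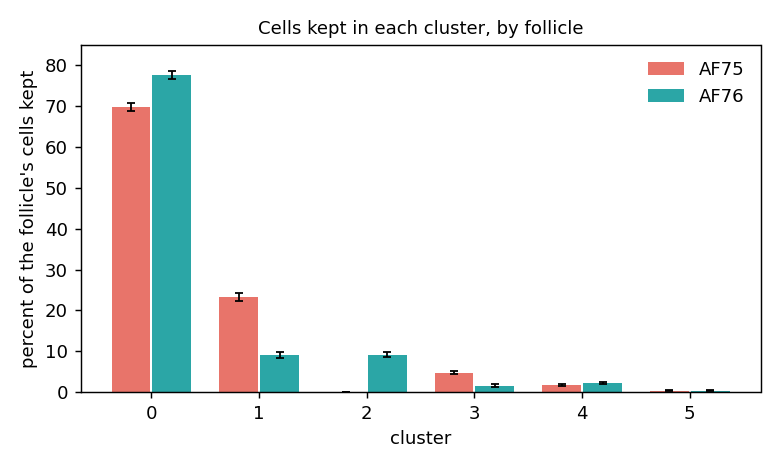
Percent of the cells kept of each follicle (vertical axis) that fell into clusters 0 to 5 (horizontal axis), with 95% Clopper-Pearson intervals as error bars. The bars of AF75 and AF76 part most in clusters 0, 1 and 2, and cluster 2 has a bar in AF76 alone.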

We utilized canonical gene markers specific to theca cells (*LHCGR* and *STAR*) [17], mural granulosa cells (*AREG* and *CYB5A*) [18], cumulus granulosa cells (*VCAN*) [5], and other somatic cells (*AIF1*) [7,19] to characterize the cell types within the six identified clusters. Consequently, for the six cell clusters, two clusters (clusters 0 and 4) were identified as mGCs, three clusters (clusters 1, 2, and 3) as cGCs, and one cluster (cluster 5) as immune cells (Figure 1D). 

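AREG (ENSSSCG00000008963, chromosome 8, 70417935–70428106) was at 3492 CPM (3478–3506) in cluster 0 of AF75 and 5821 CPM (5804–5837) in AF76. In cluster 1 it was at 828 and 5245 CPM, and in cluster 2, all of AF76, at 205 CPM. CYB5A (ENSSSCG00000004875, chromosome 1, 149737584–149773222) was at 554 and 701 CPM in cluster 0, against 146 and 341 in cluster 1. VCAN (ENSSSCG00000014136, chromosome 2, 91682177–91811674) was higher in clusters 1 and 3 than in cluster 0, at 6271 CPM (6237–6304), 3180.3 CPM (3138–3224) and 711 CPM (705–718) in AF75 and 1088, 441 and 316 CPM in AF76. In cluster 2 VCAN was at 800.4 CPM, and in cluster 4 at 1043 and 866 CPM. AIF1 (ENSSSCG00000032341, chromosome 7, 23711752–23731191) had 2 UMIs in cluster 5 of AF75 and 4 in AF76, 5.70 CPM (0.691–20.6) and 11.2 CPM (3.04–28.6), and 59 UMIs in cluster 4 of AF76, 27.0 CPM (20.6–34.8). Of 10 immune markers, 8 were highest in cluster 4 and 2 in cluster 5. Cluster 5 here need not hold the cells of the paper's cluster 5, so these counts do not test the paper's label. Cells with at least 10 UMIs over at least 3 of 8 of these markers were set apart as immune-like, by a rule chosen after the values were seen. It took 1 cell of AF75 and 10 of AF76, in which AIF1 reached 587 CPM (450.0–752) and PTPRC 227 CPM (146–338) in AF76. The other cells of clusters 0, 4 and 5 are called mGC-like here and those of clusters 1, 2 and 3 cGC-like.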

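LHCGR (ENSSSCG00000008421, chromosome 3, 91964415–92023821) appears in the deposited gene list by its Ensembl identifier with no symbol. Under that identifier 893 UMIs were counted in the cells kept of AF75 and 1116 in those of AF76. At least 1 UMI lay in 809 of 8716 (9.28%, 8.68–9.91) cells of AF75 and in 945 of 7302 (12.9%, 12.2–13.7) of AF76. Thinned to 5000 UMIs per cell, these shares were 4.55% and 5.39%. LHCGR had no UMI in the 28 cGC5-like cells, which allows up to 11.0 CPM. In the other subpopulations it ranged from 5.03 CPM in cGC4-like cells of AF75 to 21.2 CPM (10.2–38.9) in cGC2-like cells of AF76, and was at 10.1 CPM (9.12–11.1) and 12.1 CPM (11.2–13.1) in mGC1-like cells. None of the 10 immune-like cells of AF76, which should lack the gene, had a UMI of it. With a median of 8538.5 UMIs per cell, against 13902 in mGC1-like cells, this allows a share of up to 30.0%. So few cells set no useful level for free RNA, and the UMIs of LHCGR are counts only. STAR (ENSSSCG00000034942, chromosome 15, 48377597–48385398) was at 91.6 CPM (89.4–93.9) in cluster 0 of AF75 and 66.0 CPM (64.2–67.8) in AF76, and at 32.4 and 26.4 CPM in cluster 1.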

Notably, we did not detect expression of *LHCGR*, which is specific to theca cells. The expression heatmap for the different types of cell markers is presented in Figure 1E. Furthermore, both of the somatic cells from two antral follicles comprised three types of cells; however, there were slight differences in the cell distribution of these cell types, particularly with regard to cumulus granulosa cells.

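Summed over clusters, mGC-like cells made up 71.9% (71.0–72.9) of the cells kept in AF75 and 80.0% (79.0–80.9) in AF76, and cGC-like cells 28.1% (27.1–29.0) and 19.9% (19.0–20.8). The immune-like cells were 0.0115% (0.000290–0.0639) of AF75 and 0.137% (0.0657–0.252) of AF76. These class totals carry a limit. AREG, a marker of mGCs, is among the 10 genes of largest fold of cGC1-like cells over all other cGC-like cells, and VCAN, a marker of cGCs, among those of mGC2-like cells.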

### 3.2. Variations in Cell Distribution of Cumulus Granulosa Cells in Porcine Antral Follicles

In order to investigate the observed slight differences between the two follicle samples, we examined the expression of genes associated with follicular atresia and degeneration. 

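ATG7 (ENSSSCG00000011575, chromosome 13, 67301756–67699141) was at 12.3 CPM (11.7–13.1) over all cells kept of AF75 and 13.4 CPM (12.7–14.2) over those of AF76, a ratio of AF76 to AF75 of 1.09 (1.01–1.18). It was 1.02 (0.936–1.12) in cluster 0, 1.14 (0.914–1.41) in cluster 1, 1.67 (0.993–2.74) in cluster 3 and 0.490 (0.251–0.927) in cluster 4. In cGC2-like cells, of which AF76 has 40, it was 2.30 (1.07–4.42). The log2 ratio of ATG7, AF76 to AF75, all cells kept, moved most under limits of 500 to 6000 genes, from 0.12 to 0.18. No replicate follicle gives a spread to set these ratios against.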

The results presented in Figure 2A demonstrate that genes involved in cellular autophagy and apoptosis, such as *CASP3* and *ATG7* [20], did not display higher expression levels in populations of AF76. Similarly, genes associated with follicular atresia, such as *DAPK2* [21] and *FCER1G* [22], were not significantly expressed in any of the cell subpopulations.

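DAPK2 (ENSSSCG00000021588, chromosome 1, 107997274–108131723) had 105 UMIs in the cells kept of AF75 and 138 in those of AF76, 1.05 CPM (0.863–1.28) and 1.40 CPM (1.17–1.65), a ratio of 1.33 (1.02–1.73). FCER1G (ENSSSCG00000006357, chromosome 4, 89242467–89246344) had 48 and 139 UMIs, 0.482 CPM (0.356–0.639) and 1.41 CPM (1.18–1.66), a ratio of 2.92 (2.09–4.14). Of the FCER1G UMIs of AF76, 79 lay in the immune-like cells, and in cluster 0 the ratio was 1.32 (0.834–2.12). Over all deposited barcodes the log2 ratio of FCER1G, AF76 to AF75, all cells kept, was -0.0032, against 1.55 in the cells kept. In every subpopulation of both follicles, immune-like cells aside, DAPK2 and FCER1G were at no more than 3.66 CPM, a level that stands for 1 UMI of each in cGC5-like cells.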

Next, we conducted an analysis of the transcriptome features of the corresponding oocytes, which were collected from the same antral follicles as the somatic cell samples, referred to as O75 and O76. Unfortunately, only sample O75 was successfully prepared for Smart-seq2 library construction, and after sequencing and analyzing its transcriptome characteristics, we found that the gene expression profile of O75 oocytes exhibited similarities to Type II oocytes (Figure 2B), which were in a poised state for maturation [14]. As a consequence, we hypothesized that O75 was more proximal to mature oocytes, whereas the surrounding somatic cells in AF75 might represent somatic cells within the follicles that were more akin to a mature state. Based on these findings, we postulate that the greater cellular heterogeneity observed in sample AF76, as compared to AF75, can be distributed to a less mature developmental stage and a greater diversity of cell types.

### 3.3. Subpopulation Identification of mGCs and the Expression of Steroid Synthesis-Associated Genes in mGCs

To elucidate the molecular and cellular characteristics of mGCs, we isolated all mGCs and applied a graph-based clustering approach to identify subpopulations, as described previously. Subsequently, we employed the t-SNE algorithm to visualize the mGCs in a two-dimensional plot, leading to the identification of four distinct subpopulations, donated as mGC1, mGC2, mGC3, and mGC4, respectively (Figure 3A). Among these subpopulations, mGC1 and mGC2 were the predominant clusters, while mGC3 and mGC4 contained relatively small numbers of cells. 

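The 12107 mGC-like cells parted into 4 clusters at a resolution of 0.16. In AF75 mGC1-like cells were 3547 (56.6%), mGC2-like cells 2546 (40.6%), mGC3-like cells 149 (2.38%) and mGC4-like cells 27 (0.431%) of the mGC-like cells. In AF76 they were 3652 (62.6%), 2005 (34.3%), 157 (2.69%) and 24 (0.411%). The share of mGC2-like cells was 40.6% (39.4–41.8) in AF75 against 34.3% (33.1–35.6) in AF76, a difference larger than counting error, with no replicate follicles to compare it with. The shares of mGC3-like and mGC4-like cells differed by less than their intervals. Between 339328 UMIs, in mGC4-like cells of AF75, and 50909767, in mGC1-like cells of AF76, stand behind each CPM value. The percent of mGC-like cells in mGC1-like, AF75 minus AF76, was -5.98. It moved most without integration, to -16.9. It changed direction in 3 alternatives that did not separate mGC2-like cells, to 0.316 with Scrublet, 0.553 with a mitochondrial limit of 10% and 0.307 without doublet removal. With 500 to 6000 genes no mGC-like subpopulation but mGC1-like was separated.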

The cell distribution in AF75 was notably similar to that in AF76 (Figure 3B), indicating a comparable composition and status of mGCs in the two samples.

To explore the heterogeneity of mGCs, we analyzed DEGs within each subpopulation (Figure 3C; Supplementary Table S1). Although both mGC subpopulations expressed canonical markers, their detailed transcriptomic patterns exhibited variations. For instance, DEGs in mGC1 (e.g., *AREG* and *TGFB3*) were primarily associated with signal transduction processes, while DEGs in mGC2 (e.g., *HMGCR* and *MSMO1*) were linked to cellular metabolism.

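AREG was at 3978 CPM (3959–3997) in mGC1-like cells of AF75 and 6547 CPM (6524–6569) in those of AF76, 1.45 and 1.47 times its level in the other mGC-like cells of the same follicle. TGFB3 (ENSSSCG00000002385, chromosome 7, 99133873–99162239) was at 206 CPM (201–210.0) and 236 CPM (232–241) there, with ratios of 3.15 (3.00–3.30) and 2.83 (2.72–2.96). In mGC2-like cells MSMO1 (ENSSSCG00000008857, chromosome 8, 43726834–43745784) was at 590.3 CPM (581–599) in AF75 and 585 CPM (577–594) in AF76. Its ratio to the other mGC-like cells was 1.66 (1.62–1.70) in AF75 and 2.21 (2.16–2.26) in AF76.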

Utilizing the DEGs identified, we conducted Gene Ontology (GO) and KEGG pathway enrichment analyses to gain insights into the functional characteristics of the distinct mGC subpopulations. The enrichment results revealed specific functions associated with each subpopulation (Figure 3D; Supplementary Tables S2 and S3). For mGC1, the enriched functions included receptor ligand activity as well as MAPK and Hippo signaling pathways, indicating that cells within this subpopulation primarily engage in cellular signal processing and transduction. In contrast, mGC2 exhibited enrichment in functions related to ovarian steroidogenesis, steroid synthesis, and pathways associated with lipid metabolism. These findings suggest that cells in mGC2 play a key role in the regulation of steroid biosynthesis, which has been well-established as a crucial function of mGCs in previous studies [4,23,24]. 

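Of the 10 genes taken from Table S1 for mGC2 (SQLE, ACAT2, MVD, INSIG1, FDFT1, RARRES1, SCD, TUBA1B, APOA1 and JPT1), 10 were highest in mGC2-like cells among the mGC-like subpopulations. The genes of largest fold in these cells were led by APOA1, at 3315 CPM and 3.66-fold, ENSSSCG00000031023 and MRO, and included VCAN, at 3.39-fold, INHBA and DKK1. STAR, the cholesterol carrier whose marker role the paper assigns to theca cells, was lower in mGC2-like cells than in the other mGC-like cells, by a ratio of 0.730 (0.693–0.769) in AF75 and 0.820 (0.773–0.869) in AF76. Without integration the log2 ratio of STAR, mGC2-like to other cells of its class, AF75, was 0.28, and the log2 ratio of STAR, mGC2-like to other cells of its class, AF76, was 0.32. At a resolution of 0.8 they were 0.90 and 1.26.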

The enriched functions in mGC3 encompassed amino acid metabolism and the cellular hormone metabolic process, suggesting that cells in this subpopulation are primarily involved in cellular metabolism. 

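The genes of largest fold in mGC3-like cells over the other mGC-like cells were ALDH1A2, at 64.1 CPM and 20.2-fold, SPP1, SLC24A1, C12orf75 and CXCL14. SCG2 was the most abundant among the first 10, at 4243 CPM and 8.74-fold. LDHA was at 233 CPM (210.3–257) in mGC3-like cells of AF75 and 320.1 CPM (297–345) in those of AF76, against 99.9 and 98.1 CPM in mGC1-like cells.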

Further investigation is warranted to elucidate the specific roles of these cells in more detail. 

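RSAD2, CXCL10, IFIT2, IFIT1 and BST2 had the largest folds in mGC4-like cells over the other mGC-like cells, with both follicles summed. RSAD2 was at 77.9 CPM, CXCL10 at 106, IFIT1 at 759 and MX1 at 548 CPM, where the other mGC-like cells had 0.0131, 0.0393, 2.41 and 6.50. ISG15 reached 7668 CPM against 132 CPM. PTPRC had no UMI in mGC4-like cells, which allows up to 8.84 CPM in AF75 and 8.79 CPM in AF76, and INHA was at 22441 CPM (21940.2–22951) and 21229.9 CPM (20744–21724).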

Finally, mGC4 displayed enrichment in functions related to immune responses and pathways associated with diseases, suggesting that cells within this subpopulation are mainly responsible for immune and inflammatory responses. The results of these enrichment analyses provide valuable annotations for the mGC subpopulations and offer insights into their distinct functional roles in the context of follicular development and physiology.

One of the fundamental roles of granulosa cells is to mediate hormone responses and transduction, facilitating communication between the pituitary and oocytes. Estrogen, as a pivotal ovarian hormone, plays a crucial role in promoting antral follicle growth and oocyte maturation. Here, we examined the expression of several crucial enzymes and genes associated with this hormone synthesis process. 

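HMGCS1 (ENSSSCG00000016872, chromosome 16, 27936225–27957261) was at 408 CPM (400.4–415) in mGC2-like cells of AF75 and at 372 CPM (365–379.5) in those of AF76, 1.73 (1.69–1.78) and 2.52 (2.44–2.59) times its level in the other mGC-like cells. CYP51A1 (ENSSSCG00000015311) was at 203 CPM (198–208) and 193 CPM (188–199), with ratios of 1.96 (1.88–2.04) and 2.41 (2.32–2.51). CYP19A1 (ENSSSCG00000030168, chromosome 1, 120596235–120627806), which encodes aromatase, was at 12.4 CPM (11.2–13.8) and 15.4 CPM (14–16.9) in mGC2-like cells, against 40.0 and 45.7 CPM in mGC1-like cells.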

Notably, *HMGCS1* and *CYP51A1* exhibited high expression levels in mGC2, while *CYP19A1* displayed relatively low expression. On the other hand, *CYP11A1* exhibited high expression across all mGC clusters (Figure 3E). These expression patterns were consistent with the cell cluster annotation results.

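CYP11A1 (ENSSSCG00000025273, chromosome 7, 59172829–59188479) ranged from 1494 CPM (1479–1508) in mGC2-like cells of AF76 to 2406 CPM (2332–2482) in mGC3-like cells of AF75. In mGC1-like cells it was at 1891 and 1770.5 CPM, and in mGC4-like cells at 1839 and 1693 CPM, in AF75 and AF76. Its level in the immune-like cells of AF76 was 398 CPM (287–537).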

### 3.4. Subpopulations Identification and Annotation of cGCs Revealed a Difference in Metabolic Capacities between AF75 and AF76

Cumulus granulosa cells were essential for follicle development and homeostasis by providing nutrients and mechanical support for oocytes through direct contact with the zona pellucida. 

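The 3900 cGC-like cells, 2446 of AF75 and 1454 of AF76, were clustered again at a resolution of 0.22. The clusters were named from Table S4, of which 1998 lines were at hand and 387 were not. Of the 10 genes taken for each subpopulation, 8 were highest in the matching cluster for cGC3-like cells and all 10 for each of the others. Between 273202 UMIs, in cGC5-like cells of AF76, and 11221723, in cGC1-like cells of AF75, stand behind a CPM value.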

In this study, we isolated and clustered all cGCs into five subpopulations labeled as cGC1 to cGC5 (Figure 4A). Interestingly, sample AF76 exhibited all five subpopulations, although with relatively fewer cells of subpopulations cGC2 and cGC4 compared to AF75. Conversely, AF75 contained only three subpopulations (cGC1, cGC2, and cGC4) (Figure 4B). These findings indicate the presence of variability in the composition of cGC subpopulations between the two samples, with AF76 displaying a greater diversity of cGC subpopulations compared to AF75. Such heterogeneity in cGCs may have implications for follicular development and the regulation of oocyte maturation.

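Of the cGC-like cells of AF75, 43.5% (41.5–45.5) were cGC1-like, 39.6% (37.7–41.6) cGC2-like and 16.9% (15.4–18.4) cGC4-like. None was cGC3-like or cGC5-like, which allows a share of up to 0.123% for each. In AF76 44.2% (41.6–46.8) were cGC3-like, 43.1% (40.5–45.6) cGC1-like, 8.05% (6.70–9.57) cGC4-like, 2.75% (1.97–3.73) cGC2-like and 1.93% (1.28–2.77) cGC5-like. The percent of cGC-like cells in cGC2-like, AF75 minus AF76, was 36.9, and the alternatives gave 18.0 without integration to 44.7 with 500 to 6000 genes per cell. The percent of cGC-like cells in cGC1-like, AF75 minus AF76, was 0.446, and the alternatives gave anything from -49.0 with 500 to 6000 genes per cell to 62.5 without integration. From the subpopulations seen in each follicle, the paper describes the composition of cGCs as variable between the samples, with more diversity in AF76.

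**Figure D2:**
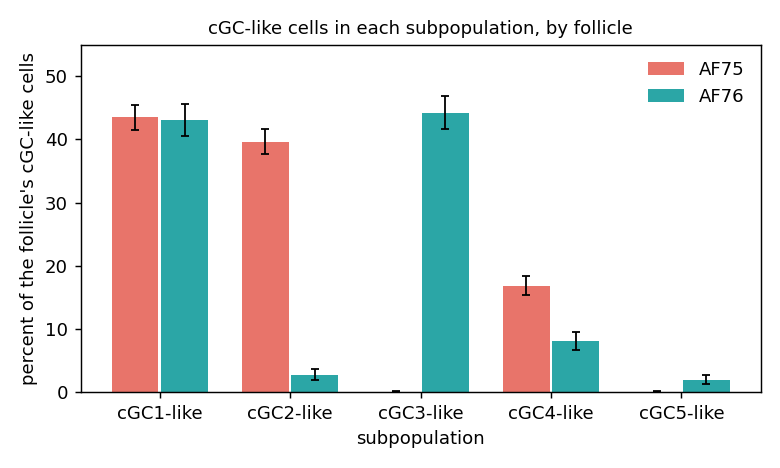
Percent of the cGC-like cells of each follicle (vertical axis) in each cGC-like subpopulation (horizontal axis), with 95% Clopper-Pearson intervals as error bars. The bars for cGC1-like cells are level at 43.5% and 43.1%, while cGC3-like and cGC5-like cells have bars in AF76 alone.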

The elucidation of cellular characteristics and potential functions within the distinct subpopulations was the key to understanding the differences between samples AF75 and AF76. To achieve this, we initially attempted to annotate the cGC subpopulations by calculating DEGs for each of them. Five representative DEGs per subpopulation were then displayed (Figure 4C; Supplementary Table S4); each subpopulation exhibited unique gene expression patterns. Moreover, the results of GO and KEGG pathway enrichment analyses based on the DEGs from each subpopulation revealed significant functional differences (Figure 4D; Supplementary Tables S5 and S6). 

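MSMO1, HMGCS1 and CYP51A1 encode enzymes of sterol synthesis. In cGC1-like cells of AF76 they were at 561 CPM (545–576), 384 CPM (371–396) and 215 CPM (206–225). Their ratios to the other cGC-like cells of AF76 were 3.31 (3.11–3.52), 2.83 (2.64–3.04) and 2.76 (2.51–3.03). In AF75 the same ratios were 1.11 (1.05–1.16), 1.09 (1.02–1.16) and 0.931 (0.862–1.00). The other cGC-like cells of AF76 include its cGC3-like cells, where MSMO1 was at 53.9 CPM (47.3–61.2). With 20 components the log2 ratio of MSMO1, cGC1-like to other cells of its class, AF75, changed direction, to -0.21, as did that of HMGCS1. Both did so too with 7 clusters and with the genes named by the paper kept among the variable genes. With 500 to 6000 genes per cell, where the percent of cGC-like cells in cGC1-like, AF75, was 0.605, the log2 ratio of CYP51A1, cGC1-like to other cells of its class, AF76, fell to -1.12, and those of MSMO1 and HMGCS1 in AF76 were below 0 too. AREG was at 1411 CPM in cGC1-like cells of AF75 and 5263 in those of AF76, against 200.4 in cGC2-like cells of AF75.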

The enriched functions of cGC1 were predominantly linked to steroid biosynthesis, indicating a potential location in the outer layer of the cumulus and sharing characteristics with mGCs. In contrast, the enriched functions of cGC2 were primarily associated with glycolysis, gluconeogenesis, and amino acid biosynthesis, suggesting that this subpopulation is primarily responsible for substance synthesis and metabolism, potentially providing nutritional support to the directly interacting oocytes. 

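LDHA (ENSSSCG00000013366, chromosome 2, 40814163–40827284) was at 744 CPM (728–761) in cGC2-like cells of AF75, 2.42 (2.34–2.51) times its level in the other cGC-like cells of the follicle. In AF76, where 40 cells stand for this subpopulation, it was at 254 CPM (211–304), a ratio of 1.68 (1.39–2.02). With 20 components the log2 ratio of LDHA, cGC2-like to other cells of its class, AF76, fell to -0.45, and it was also below 0 with 7 clusters, with a mitochondrial limit of 10% and with the genes named by the paper kept. The genes of largest fold in cGC2-like cells were led by CALCRL, PTGS2 and SLC10A4, at 12.5- to 15.7-fold with both follicles summed. These folds also carry differences between the follicles, as AF75 holds 969 of the cGC2-like cells and AF76 40. Within AF75 the ratio of PTGS2 was 9.25 (7.62–11.3), and the cGC2-like cells of AF76 had no UMI of it.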

Notably, cGC4 expresses genes such as *CENPF*, *UBE2C*, and *TOP2A,* which are involved in DNA replication. 

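CENPF (ENSSSCG00000015581, chromosome 9, 128948386–129012241) was at 426 CPM (411–443) in cGC4-like cells of AF75 and 456 CPM (428–486) in those of AF76, 89.2 (73.3–109.7) and 91.6 (72.0–118) times its level in the other cGC-like cells. UBE2C (ENSSSCG00000007423, chromosome 17, 48018403–48021542) was at 393 CPM (378–408) and 447 CPM (419.5–476), with ratios of 57.9 (49.0–68.9) and 249 (169–383). For TOP2A (ENSSSCG00000017473, chromosome 12, 22001300–22028452) the levels were 374 CPM (359–389) and 456 CPM (428–486) and the ratios 99.4 (79.6–126) and 329.7 (212–542).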

Correspondingly, the enriched functions of cGC4 were primarily associated with cell cycle and cell proliferation, suggesting a high proliferation index for these cells, possibly indicating their status as stem cells or progenitor cells in the follicle. 

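In cGC3-like cells of AF76, CEMIP was at 934 CPM and CCDC80 at 982 CPM, 317- and 87.7-fold above all other cGC-like cells, and SELENOP reached 2409 CPM. CRABP2, MYH11, AIF1L, ACTA2 and FBXO32 were also among the genes of largest fold. The cGC3-like cells had a median of 6367 UMIs and 2535 genes per cell, against 14618.5 and 3572 in cGC1-like cells of the same follicle. In cGC5-like cells CDC42EP5, WNT6, CYP27A1 and ENSSSCG00000029289 had the largest folds, at 202-, 171-, 121- and 102-fold. With 28 cells these rest on few UMIs, 32 for WNT6. TGFB3 was at 13.9 CPM (10.7–17.9) in cGC3-like cells and 18.3 CPM (5.94–42.7) in cGC5-like cells.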

Notably, the unique subpopulations cGC3 and cGC5 in sample AF76 exhibited similar functional enrichments, including pathways such as TGF-β signaling and disease processes. In contrast, AF75 corresponded to a relatively mature follicle, thus not exhibiting the heterogeneity observed in the cGC3 and cGC5 subpopulations. The number of cells of cGC1, 2, and 4 in sample AF75 was higher than AF76, indicating that AF75 had more cells with important biosynthesis and metabolism functions.

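AF75 held 1064 cGC1-like, 969 cGC2-like and 413 cGC4-like cells, and AF76 626, 40 and 117.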

Upon LH stimulation, cGCs secrete a hyaluronic acid-rich matrix, which plays a critical role in facilitating adhesion between oocytes and cGCs. This process promotes the release of oocytes and their subsequent capture by the fallopian tube [25]. 

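SHAS2 (ENSSSCG00000005992), the symbol in the pig gene list for hyaluronan synthase, was at 426 CPM (414–439) in cGC2-like cells of AF75, 2.48 (2.37–2.60) times the other cGC-like cells. In AF76 it was at 74.1 CPM (51.6–103) from 35 UMIs, a ratio of 8.03 (5.39–11.7). TNFAIP6 (ENSSSCG00000023716, chromosome 15, 862013–881352) was at 5080.1 CPM (5037–5124) in cGC2-like cells of AF75, 3.61 (3.55–3.66) times the others. In cGC2-like cells of AF76 TNFAIP6 was at 197 CPM (159–241), below the other cGC-like cells at 0.708 (0.570–0.869), and its highest level in AF76 was in cGC1-like cells, 429 CPM (416–442). The log2 ratio of TNFAIP6, cGC2-like to other cells of its class, AF76, was -0.50, and changed direction with each cell given the same weight, to 0.39, and without doublet removal, to 0.45.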

Within the cGC subpopulations, the expression of genes involved in hyaluronic acid synthesis, including *SHAS2* and *TNFAIP6*, known to be associated with cumulus expansion, was found to be significant in cGC2. 

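GJA1 (ENSSSCG00000004241, chromosome 1, 40988818–41002129) ranged from 1248 CPM (1221–1276) in cGC4-like cells to 1332 CPM (1309.8–1354) in cGC2-like cells of AF75. In AF76 it ranged more widely, from 582 CPM (495–679.8) in cGC5-like cells and 768 CPM (732–806) in cGC4-like cells to 1751 CPM (1634–1874) in cGC2-like cells, with cGC1-like and cGC3-like cells at 1112 and 1395 CPM.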

Genes associated with gap junctions, such as *GJA1*, which establish connections between cumulus cells and oocytes, exhibited relatively consistent expression levels across all subpopulations. However, genes *PTGS2* and *PTX3*, previously implicated in extracellular matrix expansion [26], did not display significant expression in our samples (Figure 4E). These observations suggest that cumulus expansion relies on the concerted efforts of all cellular subpopulations, with cGC2 playing a crucial role in this process. Additionally, genes involved in glucose metabolism, such as *ALDH2* and *LDHA*, exhibited higher expression levels in subpopulations other than cGC3.

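PTGS2 (ENSSSCG00000015579, chromosome 9, 127850164–127858866) was at 64.5 CPM (59.7–69.6) in cGC2-like cells of AF75, 9.25 (7.62–11.3) times the other cGC-like cells. No UMI of PTGS2 lay in the cGC2-like cells of AF76, which allows up to 6.35 CPM. PTX3 (ENSSSCG00000011727, chromosome 13, 97273594–97279570) was highest at 18.3 CPM (5.94–42.7) in cGC5-like cells of AF76, from 5 UMIs, and was at 1.45 CPM (0.813–2.40) in cGC2-like cells and 10.8 CPM (8.45–13.7) in cGC4-like cells of AF75.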

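With both follicles summed, ALDH2 (ENSSSCG00000009889, chromosome 14, 39902317–39933113) in cGC3-like cells was 0.466 (0.430–0.505) times the other cGC-like cells. The cGC3-like cells all came from AF76, where ALDH2 was lower than in AF75 in each cGC-like subpopulation that both follicles hold. Within AF76 it was at 143 CPM (132–155) in cGC3-like cells, 1.30 (1.19–1.43) times the others. In AF75 ALDH2 was at 407 CPM (395–419), 486 CPM (473–499.8) and 222 CPM (211–234) in cGC1-like, cGC2-like and cGC4-like cells, and in AF76 at 118, 102 and 78.8 CPM. At a resolution of 0.8 the log2 ratio of ALDH2, cGC3-like to other cells of its class, AF76, changed direction, from 0.38 to -0.11. LDHA in cGC3-like cells was at 42.9 CPM (37.0–49.4), 0.111 (0.0960–0.128) times the others with both follicles summed and 0.220 (0.189–0.255) times within AF76.

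**Figure D3:**
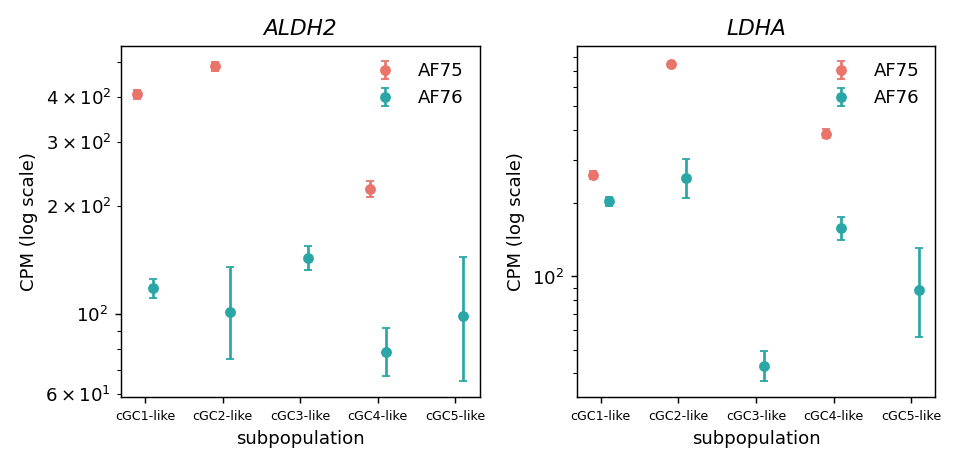
CPM of ALDH2 and LDHA (vertical axes, log scale) in each cGC-like subpopulation (horizontal axes) of AF75 and AF76, as points with exact Poisson 95% intervals as error bars. For LDHA the AF76 point of cGC3-like cells, at 42.9 CPM, is the lowest, while for ALDH2 it is the highest of AF76, at 143 CPM.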

### 3.5. Inter-Subpopulation Cell-Cell Communications among Granulosa Cells

We employed CellChat software to explore the communication patterns among granulosa cells within antral follicles. The results revealed extensive intercommunication among various granulosa cell subpopulations in both samples (Figure 5A). These communications encompassed signaling interactions among subpopulations of the same granulosa cell type, as well as between subpopulations of mGCs and cGCs. Notably, cGC subpopulations, such as cGC1 and cGC2, displayed higher overall activity, characterized by both widespread internal communication and the emission of numerous signaling cues to establish connections with subpopulations of mGCs. In contrast, communication among subpopulations of mGCs primarily occurred internally, with a predominant involvement of interactions between different subpopulations of the same cell type, exemplified by mGC1 and mGC2 subpopulations. These findings shed light on the intricate communication network within cumulus granulosa cells at different developmental stages, highlighting the importance of inter-subpopulation signaling interactions in coordinating follicular development and maturation processes.

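Communication probabilities were not computed, and the levels of the ligands that Tables S7 and S8 list for a pathway are given here. LAMININ, which the paper names with COLLAGEN and THBS, is not reported here. The levels of COLLAGEN and THBS therefore do not stand for all of the matrix pathways that the paper names. Table S7 lists 753 interactions, and of Table S8 1114 were at hand and 9 were not. The summed level of the COLLAGEN ligands (COL1A1, COL4A2, COL4A4 and COL4A5) ran from 342 to 551 CPM in the mGC-like subpopulations and from 372 to 705 CPM in the cGC-like subpopulations. The THBS ligands (THBS1 and THBS3) ran from 48.6 to 126 CPM in mGC-like and from 64.4 to 2110.4 CPM in cGC-like subpopulations, with 2110.4 CPM (2082–2139) in cGC2-like cells of AF75 and 764 CPM (739–790.4) in cGC3-like cells of AF76. As counts of interactions the paper's tables list 96 for COLLAGEN and 81 for THBS in AF75, and 231 and 137 in AF76.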

The communication between mGCs and cGCs in both AF75 and AF76 samples predominantly relied on reciprocal interactions mediated by extracellular matrix (ECM) components, specifically including *COLLAGEN*, *LAMININ*, and *THBS* (Supplementary Tables S7 and S8). Furthermore, direct cell-cell contact facilitated by junctional adhesion molecules (JAMs) was found to contribute to this communication. However, the involvement of molecular interactions in establishing cellular connections appears to be limited, as molecules such as *ANGPTL*, *EGF*, *VEGF*, and *WNT* demonstrated minimal impact on this intercellular communication network. 

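The JAM ligands (JAM2 and JAM3) together ran from 66.4 to 348 CPM over the subpopulations of both follicles, with 252 CPM (243–262) in cGC1-like cells and 134 CPM (131–138) in mGC1-like cells of AF75. The paper's tables list 66 JAM interactions in AF75 and 78 in AF76.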

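ANGPTL4, the ligand listed for ANGPTL, ranged from 17.7 to 118 CPM over the subpopulations. The VEGF ligands (VEGFA and VEGFB) together ran from 51.5 to 124 CPM, and the EGF ligands (AREG, EREG and TGFA) from 209 to 6655 CPM. WNT10B and WNT6, the WNT ligands, were at no more than 49.1 and 117 CPM in any subpopulation. The paper's tables list 56 and 101 interactions for ANGPTL, 31 and 12 for EGF, 4 and 25 for VEGF and 12 and 30 for WNT, in AF75 and AF76.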

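By its symbol alone, the annotation at hand places CD99 on chromosome Y as a long non-coding gene. The cells came from ovaries, and the identifier counted here was not matched to that locus. CD99 (ENSSSCG00000039894) was at 178 CPM (175–181) over the cells kept of AF75 and 183 CPM (180.4–186) over those of AF76, a ratio of AF76 to AF75 of 1.03 (1.01–1.05). In the subpopulations seen in both follicles its ratio ran from 0.914 to 1.28. CDH2 (ENSSSCG00000003722, chromosome 6, 112396713–112629073) was at 1306 CPM (1299–1313) in AF75 and 1396 CPM (1389–1404) in AF76, a ratio of 1.07 (1.06–1.08), and its ratio by subpopulation ran from 1.02 to 1.28. In cGC3-like cells of AF76 CD99 was at 259 CPM (245–275) and CDH2 at 411 CPM (393–430.4). Interactions listed in the paper's tables numbered 10 in AF75 and 36 in AF76 for CD99, and 9 and 16 for CDH.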

Notably, a comparison between AF76 and AF75 revealed a noticeable increase in the participation of membrane proteins CD99 and cadherin CDH in the intercommunication among cell subpopulations, signifying distinct characteristics between the two samples (Figure 5B). These findings shed light on the key molecular players that facilitate communication between mural and cumulus granulosa cells, emphasizing the significance of ECM components and cell-cell adhesion molecules in coordinating follicular development and maturation processes.

The development of ovarian follicles and the subsequent ovulation process are intricately regulated through a sophisticated interplay of signaling pathways. Among these, classical signaling pathways, such as NOTCH and WNT, assume significance in the maintenance of granulosa cell function. Previous research has demonstrated a dependence of granulosa cell proliferation on NOTCH signaling [27]. In this study, NOTCH signaling primarily flowed from cGC1 and mGC4 to mGC1 and mGC2 in sample AF75; in contrast, NOTCH signaling in sample AF76 was restricted to cGC1, targeting mGC1 and mGC2 (Figure 5C). 

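JAG1 (ENSSSCG00000007067, chromosome 17, 19591248–19629659), the NOTCH ligand of Tables S7 and S8, was at 205 CPM (197–214) in cGC1-like cells of AF75 and 135 CPM (128–143) in those of AF76, 2.04 (1.92–2.18) and 3.39 (2.99–3.87) times the other cGC-like cells. In mGC4-like cells it was at 162 CPM (122–211) in AF75 and 185 CPM (142–236) in AF76, from 27 and 24 cells, and in mGC1-like cells at 132 and 124 CPM. With 500 to 6000 genes per cell, where few cells of AF75 were cGC1-like, the log2 ratio of JAG1, cGC1-like to other cells of its class, AF75, fell to -0.15, and the log2 ratio of JAG1, cGC1-like to other cells of its class, AF76, to -1.59. NOTCH2 (ENSSSCG00000006709, chromosome 4, 100951522–101152348), the receptor, was at 176 CPM (172–180.0) and 148 CPM (145–152) in mGC1-like cells and at 147 and 136 CPM in mGC2-like cells. For NOTCH the paper's tables list 10 interactions in AF75 and 7 in AF76.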

The WNT signaling pathway, which is vital for normal folliculogenesis, luteogenesis, and steroidogenesis [28], exhibited distinct patterns between the two samples in this study. 

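WNT10B (ENSSSCG00000000182, chromosome 5, 14997377–15013928) was highest in mGC3-like cells of AF75, at 49.1 CPM (39.0–60.9), and was at 31.8 CPM (24.8–40.3) in those of AF76, 2.02 (1.60–2.52) and 1.79 (1.38–2.28) times the other mGC-like cells. In cGC1-like cells it was at 15.7 CPM (13.5–18.2) in AF75 and 22.8 CPM (19.8–26.1) in AF76. WNT6 (ENSSSCG00000036932, chromosome 15, 120901471–120917359) was at 117 CPM (80.1–165) in cGC5-like cells and 6.29 CPM (4.18–9.09) in cGC3-like cells of AF76. In AF75 it had no UMI in any cGC-like subpopulation, which allows up to 0.267, 0.291 and 0.457 CPM in cGC1-like, cGC2-like and cGC4-like cells. Of the receptors, FZD4 ranged from 26.0 to 67.8 CPM in mGC-like cells, and FZD5 was at 55.3 CPM (48.6–62.6) in cGC3-like cells of AF76, where LRP6 was at 55.7 CPM (49.0–63.1) and LRP5 at 28.8 CPM.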

In AF75, WNT signaling mainly originated from the mGC subpopulations and influenced other subpopulations, while in AF76, the cGC subpopulations served as the principal source of WNT signaling. Furthermore, the EGF signaling pathway is an essential component of the ovulatory process as it transmits the LH signal from the periphery of the follicle to the COC [29]. Here, we observed a consistent transmission of the EGF signaling pathway from the mGC subpopulations to the cGC subpopulations in both samples. This alignment with established LH hormone-mediated transmission patterns underlines the significance of EGF signaling in this context.

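Of the EGF ligands in Tables S7 and S8, AREG was highest in mGC1-like cells of both follicles, while among cGC-like cells it was highest in cGC1-like cells, at 5263 CPM (5216–5310) in AF76 and 1411 CPM (1389–1433) in AF75. In AF76 cGC2-like cells had 4986 CPM (4786–5191) and cGC4-like cells 3671 CPM (3591–3753), and in AF75 cGC4-like cells had 1375 CPM (1347–1403). EREG (ENSSSCG00000038185, chromosome 8, 70351316–70372530) was highest in cGC2-like cells of AF75, at 93.1 CPM (87.3–99.1), against 20.4 CPM (19.0–21.8) in mGC1-like cells of that follicle and 10.6 CPM in cGC2-like cells of AF76. TGFA (ENSSSCG00000008326, chromosome 3, 71948232–72054257) ranged from 73.7 to 144 CPM in mGC-like and from 47.6 to 148 CPM in cGC-like subpopulations. EGFR (ENSSSCG00000022126, chromosome 9, 139302410–139474632), the receptor, was at 49.5 CPM (45.3–54.0) in cGC2-like and 44.0 CPM (40.2–48.1) in cGC1-like cells of AF75, against 26.6 CPM (25.1–28.3) in mGC1-like cells. In AF76 it was at 51.0 CPM (44.6–58.1) in cGC3-like and 21.5 CPM (18.6–24.7) in cGC1-like cells, against 21.5 CPM (20.2–22.8) in mGC1-like cells.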

## 4. Discussion

The application of scRNA-seq in farm animal investigations remains relatively limited, despite its numerous advantages. In this study, we aimed to decipher the molecular and cellular heterogeneity of granulosa cells within antral follicles and elucidate their potential roles in follicle development and oocyte maturation using 10X Genomics scRNA-seq. Our scRNA-seq analysis revealed significant heterogeneity among somatic cells within antral follicles, particularly in granulosa cells, which display distinct subpopulations with varying functions. While it has been established that somatic cells within ovarian follicles encompass two granulosa cell types [5,6], limited research has delved into the intricacies of heterogeneity within each granulosa cell type [6,7,22,30]. For the first time in pigs, our study identified distinct subpopulations within mGCs and cGCs, suggesting diverse cellular states and functions within the follicles. During the onset of puberty in mammals, theca cells in outer follicles produce androgens, which are converted into estrone and 17β-estradiol by P450 aromatase in inner mGCs, and this process is mainly orchestrated by the interaction of LH and FSH [31]. In this study, we have identified that the mGC2 subpopulation is primarily responsible for estrogen synthesis, while the mGC1 subpopulation plays a pivotal role in hormone signal transduction. The expression patterns of critical enzymes and genes associated with these processes have unveiled discernible patterns within various mGC subpopulations. Moreover, our study identifies cGC2 as responsible for glycolysis and cumulus expansion, previously considered primary functions of cGCs [6].

It is already known that in large antral follicles, a large number of follicular cells were mGCs, which contained 5~10 layers of cells, and another were cGCs, which contained 2~3 layers of cells [2]. We found the same results in our study: among 16,400 clean cells, a large amount of these were mGCs, and a small amount were cGCs. 

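Over both follicles 12107 cells, 75.6% (74.9–76.2) of the cells kept, were mGC-like and 24.3% (23.7–25.0) were cGC-like. The limits on genes keep mainly the larger barcodes, so these are shares of the cells kept and not of the follicle wall.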

We also revealed the presence of immune cells within the follicles, consistent with findings in human and mouse ovaries [5,6,30]. 

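The immune-like cells numbered 11 over both follicles, 0.0687% (0.0343–0.123) of the cells kept. In those of AF76 FCER1G was at 748 CPM (592–932), and INHA, a transcript of granulosa cells, at 8747 CPM (8192–9329) against 24986 CPM in mGC1-like cells. They held 62 of the 173 AIF1 UMIs counted in the cells kept of AF76.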

The cellular interface between mGCs and cGCs likely harbors cells with characteristics of both granulosa cell types, contributing to the observed heterogeneity. Our study identified a cGC1 subpopulation that exhibits characteristics of both mGCs and cGCs. We speculate that these cells may be positioned in the outer layer of the cumulus or in close association with mGCs. It is worth noting that previous studies have also identified precursor cells shared by mGCs and cGCs, which exhibit similar traits [6]. Additionally, we identified a distinct subgroup of cGCs characterized by heightened expression of genes related to cell division and the cell cycle, potentially serving as progenitor cells, as supported by related studies [6,7]. Comparing two samples, AF75 and AF76, we noted significant distinctions in cellular composition and communication patterns. While AF75 might suggest a mature follicle, it displayed clearly delineated cGC subpopulations with specific functions, notably an increased presence of cGC2 cells responsible for cumulus expansion. Conversely, AF76 exhibited fewer cGC2 cells and distinct cGC3 and cGC5 subpopulations, hinting at a less mature follicle state. However, it is important to note that there is no definitive evidence to confirm AF75 as mature and AF76 as relatively immature at this point.

Communication within the follicle involves various mechanisms, including direct cell-to-cell contact, extracellular matrix-facilitated interactions, and molecular signaling. Extensive bidirectional signaling between granulosa cells and oocytes is crucial for proper follicle development and oocyte maturation. ErbB signaling is critical for oocyte maturation, as previously reported [32]. Recent research highlights the importance of Ras, FoxO, and insulin signaling pathways in bidirectional communication between cGCs and oocytes, with a specific emphasis on the central role of the insulin signaling pathway in regulating oocyte maturation [14]. Our study provides insights into the intricate communication network within the ovarian antral follicle, with extensive intercellular interactions mediated by gap junctions and secreted factors. Within the communication network within granulosa cells, the cGC subpopulation exhibits heightened activity. Notwithstanding these valuable discoveries, certain limitations should be acknowledged. Firstly, the limited sample size in the 10X Genomics scRNA-seq dataset makes it challenging to definitively attribute the observed distinctions between AF75 and AF76 to differences in maturational status, as opposed to inherent variations between the follicles themselves. Secondly, the Smart-seq2 library construction method employed hindered the identification of the corresponding oocyte for AF76. Consequently, accurately assessing the developmental status of follicle AF76 posed a considerable challenge. Future studies involving more oocytes and surrounding granulosa cells from follicles of varying sizes and health statuses will provide a more comprehensive understanding of granulosa cell differentiation and intercellular communication within follicles.

## 5. Conclusions

Our study focused on characterizing the molecular and cellular features of somatic cells within porcine ovarian antral follicles, leading to the identification of discrete subpopulations within both mural granulosa cells and cumulus granulosa cells. Remarkably, the intercellular communication among these subpopulations was found to be extensive, suggesting their coordinated involvement in the intricate processes of follicular development. Moreover, a comparative analysis between the two follicles revealed differences in cell distribution and function, possibly linked to varying maturation statuses. These findings significantly contribute to our comprehension of granulosa cell heterogeneity and shed light on their crucial contributions to the orchestration of follicular development.

## Figures and Tables

**Figure 1:**
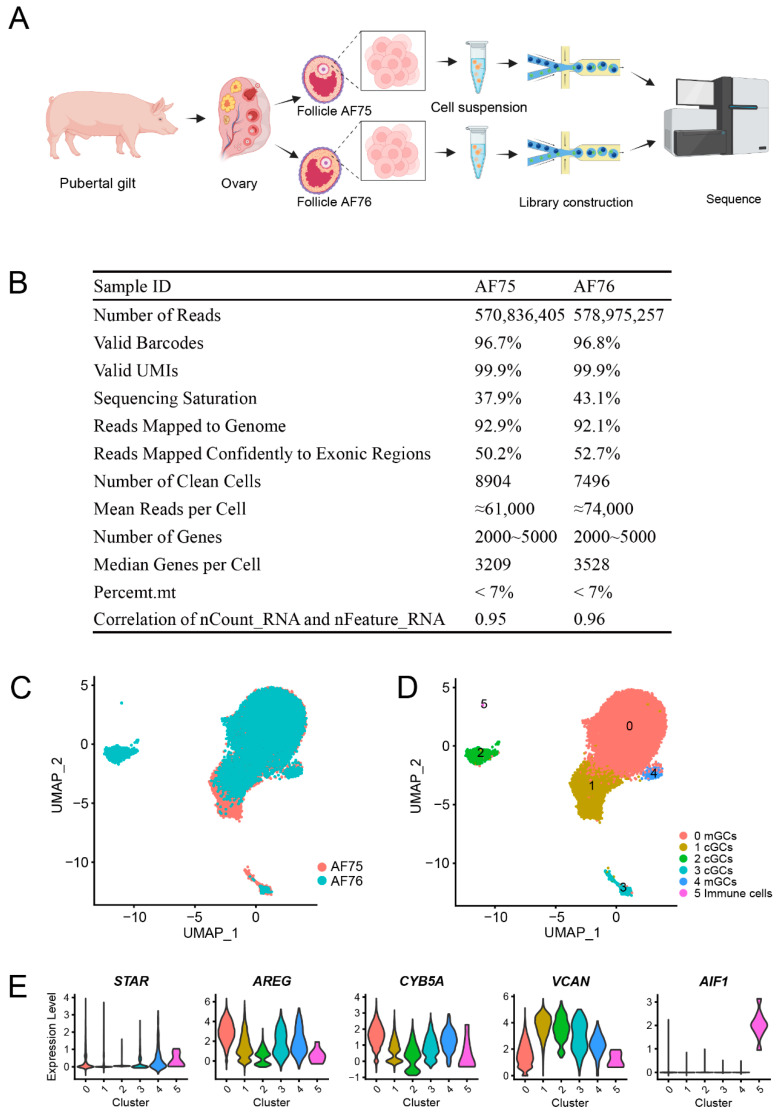
Cell clustering of somatic cells in porcine antral follicles. (**A**) Procedures for collection, preparation, and sequence of porcine antral follicular cells (created with BioRender.com). (**B**) Summary information of sample data identified by CellRanger. (**C**) Cell clusters of UMAP according to samples and (**D**) cell types. (**E**) The expression patterns of canonical marker genes in each cell cluster.

**Figure 2:**
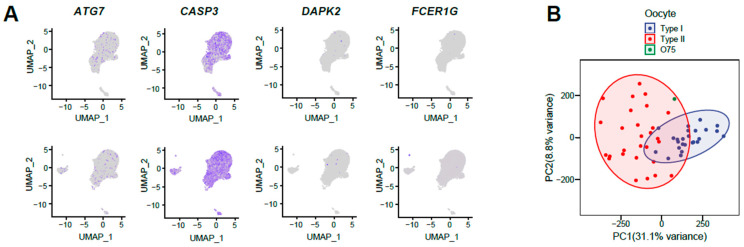
Sight differences between sample AF75 and AF76. (**A**) The UMAP plot showed the expression of genes associated with follicular atresia and degradation in AF75 (**upper**) and AF76 (**lower**), the depth of color was positively correlated with the level of expression; (**B**) PCA showed oocyte sample O75 was recognized as Type II oocytes.

**Figure 3:**
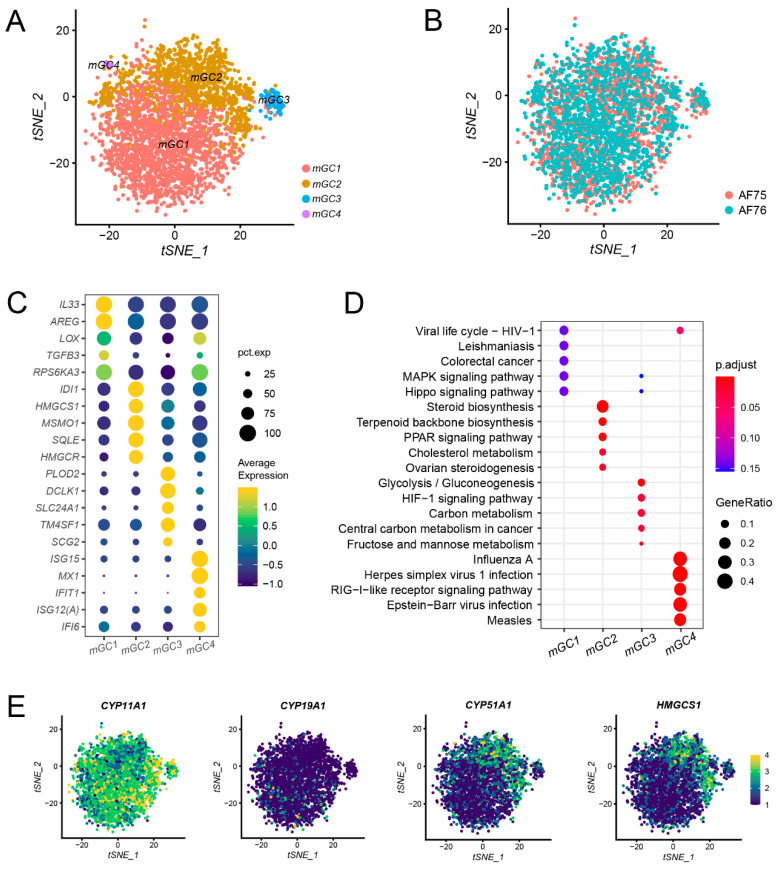
Subpopulation identification of mural granulosa cells. (**A**) The t-SNE plot showed four subpopulations of mGCs. (**B**) Cell distribution of mGCs in samples AF75 and AF76. (**C**) Five representative DEGs for each mGC subpopulation. (**D**) KEGG functional enrichment analysis of DEGs in each mGC sub-population. (**E**) Expression of genes associated with the hormone synthesis process.

**Figure 4:**
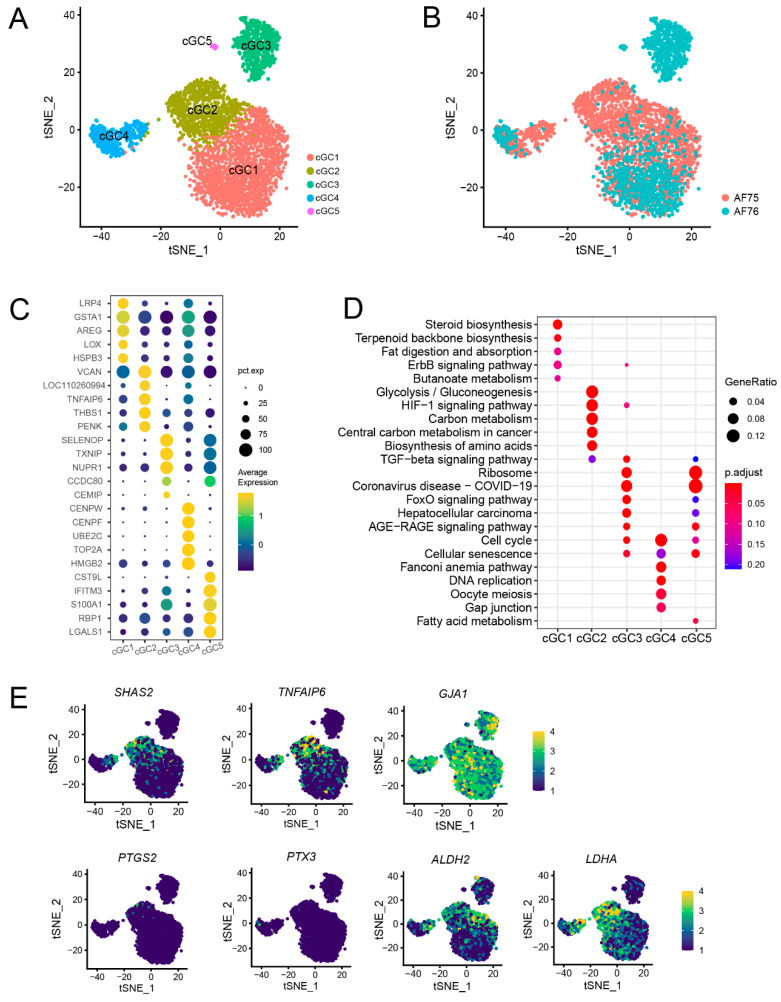
Subpopulation identification of cumulus granulosa cells. (**A**) The t-SNE plot showed five subpopulations of cGCs. (**B**) Cell distribution of cGCs in samples AF75 and AF76. (**C**) Five representative DEGs for each cGC subpopulation. (**D**) KEGG functional enrichment analysis of DEGs in each cGC sub-population. (**E**) Expression of genes associated with cumulus expansion, gap junction, and glucose metabolism.

**Figure 5:**
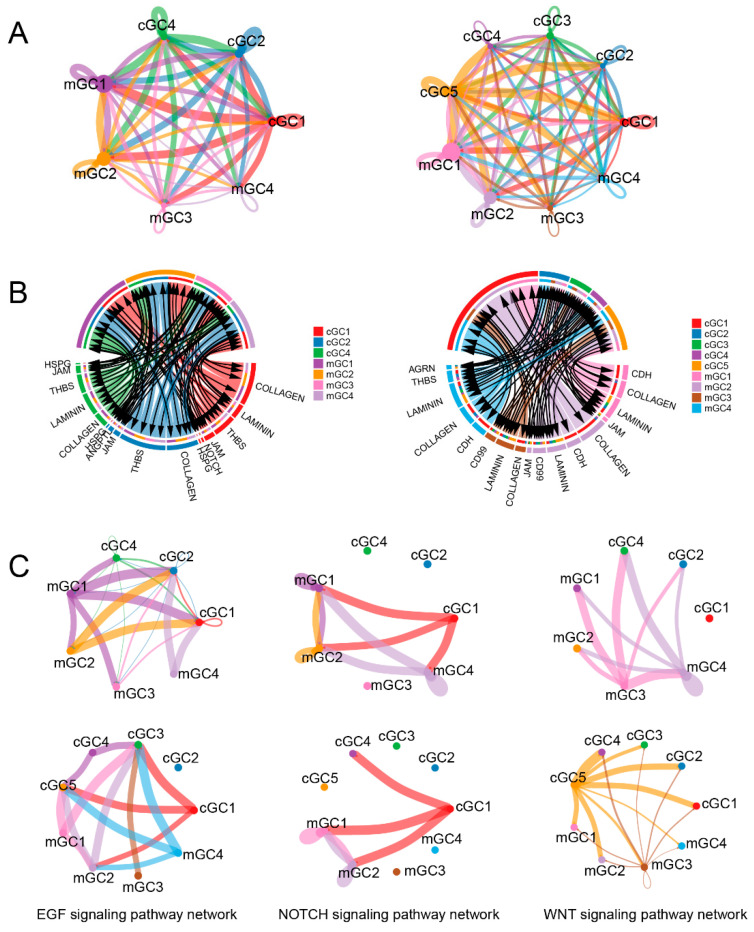
Cell-cell communications among different subpopulations of granulosa cells. (**A**) Intercommunications among various granulosa cell subpopulations in AF75 (**left**) and AF76 (**right**). (**B**) Key molecular players facilitated communications between mGC and cGC subpopulations in AF75 (**left**) and AF76 (**right**). (**C**) The transmission of the EFG, NOTCH, and WNT signaling pathways in AF75 (**upper**) and AF76 (**lower**).

## Data Availability

Sequence data and processed data are available under the Gene Expression Omnibus Accession GSE237134.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani13193019/s1, Table S1: Differentially expressed genes (DEGs) within each mGC subpopulation. Table S2: Gene Oncology (GO) enrichment results of DEGs within each mGC subpopulation. Table S3: KEGG enrichment results of DEGs within each mGC subpopulation. Table S4: Differentially expressed genes (DEGs) within each cGC subpopulation. 

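Tables S1 and S4 list, for each mGC and cGC subpopulation, genes with a log fold change, the fraction of cells in the subpopulation and in the other cells with a UMI of the gene, and p-values. The p-values treat cells as replicates. For 29 entries the fraction of cells with a UMI could be set beside the deposited counts. For AREG in mGC1 the paper's fraction is 0.995 and that in mGC1-like cells was 0.994. The paper's fraction for TNFAIP6 in cGC2 is 0.883, against 0.875 in cGC2-like cells. CYP19A1 in cGC3 has a fraction of 0.108 in the paper's table, and 0.110 of the cGC3-like cells had a UMI of it. Some entries of mGC2 lay further apart. The paper's fraction was 0.327 for STAR and 0.802 for CYP51A1, against 0.260 and 0.751 in mGC2-like cells. For VCAN it was 0.927 against 0.954. The mGC2-like cells therefore need not be the same cells as the paper's mGC2. Free RNA adds to such fractions, and they depend on the UMIs counted per cell.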

Table S5: Gene Oncology (GO) enrichment results of DEGs within each cGC subpopulation. Table S6: KEGG enrichment results of DEGs within each cGC subpopulation. Table S7: Inter-subpopulation cell-cell communications among granulosa cells in AF75. Table S8: Inter-subpopulation cell-cell communications among granulosa cells in AF76.

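Tables S7 and S8 hold one line for each ligand, receptor and ordered pair of subpopulations that CellChat called in AF75 and in AF76, with a communication probability, a p-value and the pathway. The probability is modelled from the expression of ligand and receptor in the sending and the receiving subpopulation, so it follows the levels of those genes and does not measure binding. A pathway with several ligands and receptors gets more lines than one with a single pair, and a follicle with more subpopulations has more ordered pairs. As an example of such levels, THBS1 was at 2091 CPM (2063–2119) in cGC2-like cells of AF75 and 249.8 CPM (207–299) in those of AF76.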

How the deposited data were processed for this re-analysis (not part of the article)

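Somatic cells of 2 pig antral follicles were measured by 10x Genomics single-cell RNA sequencing, with 1 library per follicle. The authors made the deposited UMI count of each gene and barcode with CellRanger 6.0.2 on Sscrofa11.1, and deposited the barcodes that CellRanger called, with no further filter or normalization. The values are whole UMIs. AF75 had 14289 barcodes and 125409747 UMIs, and AF76 15548 and 127414267. A symbol was taken from the deposited gene list, or, where that list repeats the Ensembl identifier, from a reference table of the same assembly if no other gene of the list has it. Chromosome positions were looked up by symbol, not by identifier.

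Barcodes with 2000 to 5000 genes and less than 7% of their UMIs from 13 mitochondrial genes were taken. Doublets were scored within each follicle in the manner of DoubletFinder, which was not used itself: 25% artificial doublets were added, and the share of them in a neighbourhood of 1% of all profiles was the score. The 6.9% of barcodes with the highest score were removed. The score was tested on artificial doublets of known origin and removed only part of them.

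Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3) was used to normalize to 10000 UMIs per cell on the log scale, to integrate the follicles by anchors over 2000 variable genes, and to cluster on 40 components. The 55 genes that the paper names in the claims studied were left out of the variable genes. As the paper's text gives no resolution, the lowest value from 0.02 to 1.5 in steps of 0.02 that gave 6 clusters of all cells, 4 of mGC-like cells and 5 of cGC-like cells was used. Other steps were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and matplotlib 3.10.9.

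Clusters were assigned to a class by hand from their markers. Subpopulations were named by the first 10 genes that Tables S1 and S4 list for each and the results section does not name, which come from the same follicles. Lists of markers of immune, theca or stromal, endothelial, oocyte and red blood cells were written before the data were examined. The rule that sets immune-like cells apart was added after the values were seen.

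UMIs were summed over the cells of a group in each follicle. With 1 follicle per condition no test between follicles was made and no p-value is given. CPM has exact Poisson intervals, shares have Clopper-Pearson intervals and ratios have exact conditional intervals, all at 95%. A count of 0 is given with the limit that 3 counts would set. The ratio was tested on simulated data, where 200 of 9389 genes were changed by a log2 ratio of 2: 100% were recovered, with a median absolute log2 ratio of 1.99. Genes the paper names in a claim are reported, apart from some that are not reported here and are left out of the counts of values under the alternatives, and the 5 largest ratios each way between the follicles among genes with at least 200 UMIs in one. The ratios between follicles were planned within a cell class. They were made within clusters 0 and 1 in its place, a change made after the markers were seen, because the classes mixed markers.

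The alternatives set before the data were examined were no doublet removal, Scrublet, doublets scored before the filters, 500 to 6000 genes, a mitochondrial limit of 10%, all deposited barcodes, no integration, a resolution of 0.8, 20 components, the named genes kept among the variable genes, another random seed, cells thinned to 5000 UMIs, Spearman's correlation, the mean of per-cell CPM, and library sizes without mitochondrial and ribosomal protein genes. Added after the data were seen were 7 clusters and immune-like cells not set apart. In each alternative a cluster takes the name that most of its cells have in the analysis reported at the claims, and the class that goes with that name. This last step was corrected after the values were seen: with 500 to 6000 genes, clusters named cGC1-like and cGC2-like had been counted with the mGC-like cells in the shares. The correction turned a reversed share into a moved one and moved shares of cGC3-like and cGC5-like cells into unmoved ones. No other setting and no value at a claim outside that setting was affected.

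Communication probabilities, enrichment of terms, trajectories and the oocyte data were not analysed here. Of Table S4 1998 lines were at hand and 387 were not.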

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

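The test of red blood cells was chosen only after the HBB values were seen, and before those of HBM outside the cells kept were.

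Immune-like barcodes lay in data the paper did not analyse: 10 of the 20 in AF76, all with fewer than 2000 genes, were outside the cells kept. AF75 had 4, of which 3 were outside, 1 of them with fewer than 2000 genes. No technical or biological explanation was tested.

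In 35 deposited barcodes of AF76 and 8 of AF75, none of them kept, HBB made up most of the UMIs, a signal in barcodes the paper did not analyse. Red blood cells caught as barcodes are a candidate explanation. They call for other transcripts of red blood cells in the same barcodes. HBM, which had no part in how the barcodes were picked, had 373 UMIs outside the cells kept of AF76, and 89.0% (85.4–92.0) of them lay in these barcodes, which hold 0.507% of all UMIs there. In AF75 it was 84.9% (72.4–93.3) of 53 UMIs. The cells kept of AF76 held 3544 of 110005 HBB UMIs. The higher HBB of AF76 in clusters 0 and 1 may in part be free RNA of the same cells. Free RNA alone calls for the same HBB in cells of like depth, a comparison made after the values were seen. In AF76 HBB was at 32.4 CPM (2581 UMIs) in cluster 0 and 87.2 CPM (849 UMIs) in cluster 1. The median depths were 13970 and 14452 UMIs per cell. This argues against free RNA as the whole source in these clusters of AF76, and no other source was tested. Of the list of 3 markers of red blood cells 2 are in the gene list, and none was among the genes of largest fold of a cluster or subpopulation.

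TNFAIP6 moved opposite ways in the 2 follicles. The log2 ratio of TNFAIP6, cGC2-like to other cells of its class, AF76, was -0.50, and the log2 ratio of TNFAIP6, cGC2-like to other cells of its class, AF75, was 1.85. The difference was not tested. AF76 has 40 cGC2-like cells, and its value was 0.39 with each cell given the same weight, so a few deep cells may set it. These 40 cells also differed from those of AF75 in other genes, picked after their values were seen. AREG had a ratio of AF76 to AF75 of 24.9 (23.4–26.4) in cGC2-like cells. That of CCDC80, a gene of largest fold of cGC3-like cells, was 363 (149–1147). In cGC1-like and cGC4-like cells the ratio of CCDC80 was 6.73 and 99.6. Whether the name cGC2-like stands for the same cells in both follicles was not tested. A difference between the follicles themselves stays open and untested.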

How the results depend on the processing

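Of the alternatives, 7 clusters and immune-like cells not set apart are tests chosen only after the results were seen, and the others were set before the data were examined. Over all alternatives 140 values of the leading results stayed within the counting interval of the value at the claim, 69 moved out of it and 5 changed direction where that interval left out 0. A number of cells counts as moved if it changed by more than a fixed factor. For single genes and shares per follicle these were 473, 347 and 23. Unless stated otherwise the cause was not tested.

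Without doublet removal these changed direction: percent of mGC-like cells in mGC1-like, AF75 minus AF76 (0.307), log2 ratio of TNFAIP6, cGC2-like to other cells of its class, AF76 (0.45). Also, these moved: median genes per cell, AF75 (3167), correlation of UMIs with genes per cell, AF75 (0.945), median genes per cell, AF76 (3479), correlation of UMIs with genes per cell, AF76 (0.942), percent of cells kept in cluster 1, AF75 minus AF76 (12.6), percent of cGC-like cells in cGC1-like, AF75 minus AF76 (-15.4), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (44.2), percent of cGC-like cells in cGC3-like, AF75 minus AF76 (-36.0). Not separated here: mGC2-like. Beside these 31 of the remaining values moved and 29 stayed.

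With Scrublet in place of the doublet score these changed direction: percent of mGC-like cells in mGC1-like, AF75 minus AF76 (0.316). Also, these moved: median genes per cell, AF75 (3136), correlation of UMIs with genes per cell, AF75 (0.938), percent of cGC-like cells in cGC1-like, AF75 minus AF76 (3.80), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (33.2). Not separated here: mGC2-like. Among values per follicle and gene 22 moved and 39 did not.

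With 500 to 6000 genes per cell these changed direction: percent of cells kept in cluster 0, AF75 minus AF76 (5.58), log2 ratio of MSMO1, cGC1-like to other cells of its class, AF76 (-0.999), log2 ratio of HMGCS1, cGC1-like to other cells of its class, AF76 (-0.28), log2 ratio of CYP51A1, cGC1-like to other cells of its class, AF76 (-1.12), log2 ratio of JAG1, cGC1-like to other cells of its class, AF75 (-0.15), log2 ratio of JAG1, cGC1-like to other cells of its class, AF76 (-1.59). Also, these moved: median genes per cell, AF75 (2976), correlation of UMIs with genes per cell, AF75 (0.959), cells kept, AF76 (11983), median genes per cell, AF76 (2746), correlation of UMIs with genes per cell, AF76 (0.970), percent of cells kept in cluster 2, AF75 minus AF76 (-7.78), percent of mGC-like cells in mGC1-like, AF75 minus AF76 (0), percent of cGC-like cells in cGC1-like, AF75 minus AF76 (-49.0), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (44.7), percent of cGC-like cells in cGC4-like, AF75 minus AF76 (48.3), log2 ratio of FCER1G, AF76 to AF75, all cells kept (0.91). Not separated here: cluster 1, cluster 5, mGC2-like, mGC3-like, mGC4-like. Of the other values 30 moved and 8 did not.

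With a mitochondrial limit of 10% these changed direction: percent of mGC-like cells in mGC1-like, AF75 minus AF76 (0.553), log2 ratio of LDHA, cGC2-like to other cells of its class, AF76 (-0.9997). Also, these moved: percent of cells kept in cluster 5, AF75 minus AF76 (-0.229), percent of cGC-like cells in cGC1-like, AF75 minus AF76 (14.2), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (19.4), percent of cGC-like cells in cGC3-like, AF75 minus AF76 (-40.5). Not separated here: mGC2-like. Beside these 26 of the remaining values moved and 33 stayed.

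Without integration these changed direction: log2 ratio of STAR, mGC2-like to other cells of its class, AF75 (0.28), log2 ratio of STAR, mGC2-like to other cells of its class, AF76 (0.32). Also, these moved: percent of cells kept in cluster 0, AF75 minus AF76 (-16.4), percent of cells kept in cluster 1, AF75 minus AF76 (22.9), percent of mGC-like cells in mGC1-like, AF75 minus AF76 (-16.9), percent of mGC-like cells in mGC2-like, AF75 minus AF76 (16.7), percent of cGC-like cells in cGC1-like, AF75 minus AF76 (62.5), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (18.0), percent of cGC-like cells in cGC3-like, AF75 minus AF76 (-80.0), percent of cGC-like cells in cGC4-like, AF75 minus AF76 (3.34), percent of cGC-like cells in cGC5-like, AF75 minus AF76 (-3.88). Not separated here: cluster 5. Among values per follicle and gene 41 moved and 28 did not.

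At a resolution of 0.8 these changed direction: log2 ratio of STAR, mGC2-like to other cells of its class, AF75 (0.90), log2 ratio of STAR, mGC2-like to other cells of its class, AF76 (1.26), log2 ratio of ALDH2, cGC3-like to other cells of its class, AF76 (-0.11). Also, these moved: percent of mGC-like cells in mGC1-like, AF75 minus AF76 (-7.93), percent of mGC-like cells in mGC2-like, AF75 minus AF76 (8.27), percent of cGC-like cells in cGC3-like, AF75 minus AF76 (-39.3), percent of cGC-like cells in cGC5-like, AF75 minus AF76 (-3.10). Of the other values 31 moved and 43 did not.

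With 20 components these changed direction: log2 ratio of MSMO1, cGC1-like to other cells of its class, AF75 (-0.21), log2 ratio of HMGCS1, cGC1-like to other cells of its class, AF75 (-0.21), log2 ratio of LDHA, cGC2-like to other cells of its class, AF76 (-0.45). Also, these moved: percent of mGC-like cells in mGC2-like, AF75 minus AF76 (4.32), percent of cGC-like cells in cGC1-like, AF75 minus AF76 (18.8), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (27.5), percent of cGC-like cells in cGC3-like, AF75 minus AF76 (-52.7). Not separated here: cluster 5. Beside these 39 of the remaining values moved and 32 stayed.

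With the named genes kept among the variable genes these changed direction: log2 ratio of MSMO1, cGC1-like to other cells of its class, AF75 (-0.55), log2 ratio of HMGCS1, cGC1-like to other cells of its class, AF75 (-0.50), log2 ratio of LDHA, cGC2-like to other cells of its class, AF76 (-0.85), log2 ratio of ALDH2, cGC2-like to other cells of its class, AF75 (-0.0098). Also, these moved: percent of cells kept in cluster 0, AF75 minus AF76 (-9.80), percent of cells kept in cluster 1, AF75 minus AF76 (16.1), percent of cGC-like cells in cGC1-like, AF75 minus AF76 (42.5), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (21.8), percent of cGC-like cells in cGC3-like, AF75 minus AF76 (-69.3), percent of cGC-like cells in cGC5-like, AF75 minus AF76 (-3.17). Not separated here: cluster 5, mGC4-like. Among values per follicle and gene 42 moved and 26 did not.

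With another seed these moved: percent of cGC-like cells in cGC1-like, AF75 minus AF76 (4.43), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (32.2). Of the other values 26 moved and 51 did not.

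With 7 clusters these changed direction: log2 ratio of MSMO1, cGC1-like to other cells of its class, AF75 (-0.39), log2 ratio of HMGCS1, cGC1-like to other cells of its class, AF75 (-0.33), log2 ratio of LDHA, cGC2-like to other cells of its class, AF76 (-0.52). Also, these moved: percent of cells kept in cluster 0, AF75 minus AF76 (-10.1), percent of cells kept in cluster 1, AF75 minus AF76 (16.5), percent of mGC-like cells in mGC1-like, AF75 minus AF76 (-4.04), percent of mGC-like cells in mGC2-like, AF75 minus AF76 (4.27), percent of cGC-like cells in cGC1-like, AF75 minus AF76 (42.1), percent of cGC-like cells in cGC2-like, AF75 minus AF76 (21.8), percent of cGC-like cells in cGC3-like, AF75 minus AF76 (-68.9), percent of cGC-like cells in cGC5-like, AF75 minus AF76 (-3.01). Beside these 43 of the remaining values moved and 30 stayed.

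With doublets scored before the filters these moved: median genes per cell, AF76 (3404).

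Over all deposited barcodes these changed direction: log2 ratio of FCER1G, AF76 to AF75, all cells kept (-0.0032). Also, these moved: correlation of UMIs with genes per cell, AF75 (0.948), correlation of UMIs with genes per cell, AF76 (0.965).

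With each cell thinned to 5000 UMIs these moved: median genes per cell, AF75 (1966), median genes per cell, AF76 (1946), percent of cells kept with a UMI of LHCGR, AF75 (4.55), percent of cells kept with a UMI of STAR, AF75 (17.3), percent of cells kept with a UMI of LHCGR, AF76 (5.39), percent of cells kept with a UMI of STAR, AF76 (13.1).

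With the mean of per-cell CPM these changed direction: log2 ratio of TNFAIP6, cGC2-like to other cells of its class, AF76 (0.39). Among values per follicle and gene 11 moved and 35 did not.

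With Spearman's correlation, immune-like cells not set apart, or library sizes without mitochondrial and ribosomal protein genes, no leading result moved. Of the other values 2 moved with immune-like cells not set apart and 3 with the other library sizes. The 40 cGC2-like cells of AF76 and the 28 cGC5-like cells limit every value for them. With 500 to 6000 genes the cGC1-like cells were almost all of AF76: the percent of cGC-like cells in cGC1-like, AF75, was 0.605.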

Differences from the paper's values

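The tests named here were set before the data were examined, apart from the comparison of ALDH2 within AF76, which was chosen only after the result was seen.

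The correlation of UMIs with genes per cell was 0.933 in AF75 and 0.939 in AF76, against the paper's more than 0.95. Of the alternatives set before the data were examined, 500 to 6000 genes per cell gave 0.959 and 0.970, and all deposited barcodes 0.948 and 0.965. These close the gap, in AF75 over all barcodes only to within rounding. No doublet removal (0.945 and 0.942), Scrublet (0.938 and 0.940), a mitochondrial limit of 10% (0.934 and 0.939), doublets scored first (0.933 and 0.938) and Spearman's correlation (0.933 and 0.937) do not.

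The paper states that LHCGR was not detected. In the cells kept 893 UMIs of LHCGR were counted in AF75 and 1116 in AF76.

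Table S1 lists STAR as higher in mGC2. Here its ratio to the other mGC-like cells was 0.730 in AF75 and 0.820 in AF76. Without integration and at a resolution of 0.8 STAR was higher in mGC2-like cells of both follicles, and Scrublet, no doublet removal, 500 to 6000 genes and a mitochondrial limit of 10% did not separate these cells.

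The paper ties cGC1 to steroid biosynthesis. The ratio of CYP51A1 in cGC1-like cells was 0.931 in AF75 and 2.76 in AF76, while MSMO1 and HMGCS1 were at 1.11 and 1.09 in AF75. In AF75 that of CYP51A1 was above 1 without doublet removal, with Scrublet, with 500 to 6000 genes, with a mitochondrial limit of 10%, at a resolution of 0.8 and with another seed.

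The paper describes TNFAIP6 as marked in cGC2 and PTGS2 as not marked in its samples. In AF76 the ratio of TNFAIP6 in cGC2-like cells was 0.708, and above 1 without doublet removal and with each cell given the same weight. In AF75 PTGS2 was at 64.5 CPM in cGC2-like cells, 9.25 times the other cGC-like cells. Table S4 itself lists PTGS2 for cGC2, with the paper's fraction of cells at 0.167 against 0.150 in cGC2-like cells.

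The paper describes ATG7 as not higher in AF76. Over all cells kept its ratio of AF76 to AF75 was 1.09 (1.01–1.18), and 2.30 (1.07–4.42) in cGC2-like cells, of which AF76 has 40. In cluster 0, which holds most of the cells kept, it was 1.02 (0.936–1.12), within counting error. Clusters 1 and 3 were at 1.14 (0.914–1.41) and 1.67 (0.993–2.74), and cluster 4 was at 0.490 (0.251–0.927). The populations thus did not move 1 way, and there are no replicates to set these ratios against.

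The paper describes ALDH2 as higher outside cGC3. Within AF76 its ratio in cGC3-like cells was 1.30. It was 0.466 with both follicles summed, and within AF76 it was below 1 at a resolution of 0.8.

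The paper describes more CD99 and CDH signalling in AF76, from its communication model. The ratios of the transcripts CD99 and CDH2 over all cells kept were 1.03 and 1.07. In cGC1-like, cGC2-like and cGC4-like cells that of CD99 was 1.21, 1.28 and 1.21, and that of CDH2 1.28, 1.16 and 1.21. In mGC-like subpopulations CD99 ran from 0.914 to 0.980 and CDH2 from 1.02 to 1.08. Transcript levels measure something else than that model.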

Other observations

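The tests of UMIs per cell, of LHCGR for free RNA, of doublets, of theca or stromal cells and of ALDH2 were chosen only after the results were seen, as were FSHR, AREG and VCAN for the comparisons below. The test of a shift of the whole library was written after the pattern was seen and before its value was computed.

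The median number of genes per cell was higher in AF76. A difference in UMIs per cell is a candidate explanation, since at 5000 UMIs per cell the difference, AF76 minus AF75, was -20 genes.

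LHCGR, which the paper does not detect, had 1116 UMIs in the cells kept of AF76, under an Ensembl identifier with no symbol. Free RNA from theca cells may be its source. It calls for the same LHCGR in cells of the same depth. Of 3 pairs of subpopulations with median UMIs per cell within 5% of each other in both follicles, 1 differed. In mGC1-like over mGC2-like cells the ratio of LHCGR CPM was 1.21 (1.03–1.43) in AF75 and 1.22 (1.06–1.41) in AF76, and that of LHCGR UMIs per cell was 1.24 (1.06–1.47) and 1.19 (1.04–1.38). All of these intervals stayed above 1 under 2 of the 7 alternatives that separate the pair. At a resolution of 0.8 the ratio of CPM in AF75 was 1.05 (0.899–1.23). Earlier forms of the test used pairs of unlike depth in at least 1 follicle. LHCGR in cGC1-like over cGC4-like cells, by CPM, had a ratio of 2.16 (1.46–3.28) in AF75 and 2.33 (1.25–4.80) in AF76, but cGC4-like cells are deeper, and free RNA of the same amount in each barcode would lower their CPM. Per cell the ratios were 1.44 (0.970–2.18) and 1.87 (1.00–3.85). In cGC1-like over cGC2-like cells the ratio of CPM was 1.52 (1.13–2.05) in AF75 and 0.561 (0.294–1.20) in AF76. Each form was set after the values were seen, and the demand that a difference hold under the alternatives was added last. Expression by granulosa cells and free RNA cannot be told apart, because under most alternatives the difference at like depth is within counting error in at least 1 follicle or measure, and empty barcodes were not analysed here. No biological explanation was tested.

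The cGC3-like cells were found in AF76 alone. A shift of the whole AF76 library would part the mGC1-like cells of the follicles about as far, and their median absolute log2 ratio was 0.10, against 0.54 between cGC3-like and cGC1-like cells of AF76. Their median doublet score was 0.0476, below the 0.314 of the cells kept, which argues against doublets. Theca or stromal cells stay open. COL1A1, COL1A2, COL3A1 and DCN summed to 32.8 CPM against 2234 CPM of INHA in the same cells, but no cells of known type are at hand to say what level such cells would have. Of 8 markers of theca or stroma 4 were highest in cluster 2, where most of these cells lie, and they are these same collagens and DCN. Their INHA is far below the 23326 CPM of cGC1-like cells, their median depth is lower, and ACTA2 and MYH11 are among their genes of largest fold, so any other cell type, cells low in RNA and a change of state stay open. A difference between the follicles, such as in stage, also stays open and was not tested.

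ALDH2 was lower in cGC3-like cells than in the other cGC-like cells with both follicles summed. More ALDH2 in the cells of AF75, which include no cGC3-like cells, is a candidate explanation, since within AF76 the ratio was 1.30.

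FSHR was at 34.1 CPM (28.9–40.0) in cGC3-like cells and 102 CPM (68.1–148) in cGC5-like cells of AF76, 12.7 CPM (10.6–15.1) in cGC2-like cells of AF75, and 0.147 and 0.334 CPM in mGC1-like cells.

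In each subpopulation that both follicles hold, AREG was higher and VCAN lower in AF76. The ratios of AREG ran from 1.53 to 24.9 and those of VCAN from 0.138 to 0.875.

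Of the markers of endothelium, oocyte and red blood cells, none was among the genes of largest fold of a cluster or subpopulation. Of the 8 markers of theca or stroma, 1 was, INSL3 in cGC1-like cells, at 219.6 CPM (211–228) in AF75 and 354 CPM (342–367) in AF76. That fold, 3.83, is over the other cGC-like cells alone. It does not set cGC1-like cells apart from mGC-like cells, and INSL3 was not among the genes of largest fold of any cluster. CYP17A1 was at 0.980 and 0.540 CPM in the cGC1-like cells of AF75 and AF76. No explanation was tested.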
